# Targeting iron-associated protein Ftl1 in the brain of old mice improves age-related cognitive impairment

**DOI:** 10.1038/s43587-025-00940-z

**Published:** 2025-08-19

**Authors:** Laura Remesal, Juliana Sucharov-Costa, Yuting Wu, Karishma J. B. Pratt, Gregor Bieri, Amber Philp, Mason Phan, Turan Aghayev, Charles W. White, Elizabeth G. Wheatley, Bende Zou, Brandon R. Desousa, Julien Couthouis, Isha H. Jian, Xinmin S. Xie, Yi Lu, Jason C. Maynard, Alma L. Burlingame, Saul A. Villeda

**Keywords:** Cognitive ageing, Hippocampus, Neural ageing, Molecular neuroscience, Ageing

## Abstract

Understanding cellular and molecular drivers of age-related cognitive decline is necessary to identify targets to restore cognition at old age. Here we identify ferritin light chain 1 (FTL1), an iron-associated protein, as a pro-aging neuronal factor that impairs cognition. Using transcriptomic and mass spectrometry approaches, we detect an increase in neuronal FTL1 in the hippocampus of aged mice, the levels of which correlate with cognitive decline. Mimicking an age-related increase in neuronal FTL1 in young mice alters labile iron oxidation states and promotes synaptic and cognitive features of hippocampal aging. Targeting neuronal FTL1 in the hippocampi of aged mice improves synaptic-related molecular changes and cognitive impairments. Using neuronal nuclei RNA sequencing, we detect changes in metabolic processes, such as ATP synthesis, and boosting these metabolic functions through NADH supplementation mitigated pro-aging effects of neuronal FTL1 on cognition. Our data identify neuronal FTL1 as a key molecular mediator of cognitive rejuvenation.

## Abstract (web summary)

The authors identify ferritin light chain 1 (FTL1), an iron-associated protein, as a pro-aging neuronal factor that increases with age and promotes cognitive decline. Targeting FTL1 in the brain improved cognition in old mice.

## Main

Investigating the interplay between aging in the brain and the molecular and cellular changes that lead to cognitive decline is key to understand susceptibility to age-related neurodegenerative diseases^1,2^. We and others have begun to challenge longstanding views of brain aging as a rigid process by showing that rejuvenation is possible in animal models at old age^3–9^. Notwithstanding, to identify potential therapeutic targets to restore cognitive function in older people, we first need to gain mechanistic insight into the molecular drivers of cognitive decline in the aging brain. It has become clear that cognitive dysfunction in the aged brain in the absence of neurodegenerative disease is not paralleled by cell death but, instead, by a decline in neuronal function at the synaptic level^1,10^. Although various neuronal factors have been shown to change with age in the brain^1,11^, to date, only a small number have been demonstrated as functional drivers of age-related cognitive dysfunction^12–15^. Thus, we sought to identify pro-aging neuronal factors as molecular targets for cognitive rejuvenation.

We first investigated molecular changes in neurons that occur during aging in the hippocampus—a brain region regulating learning and memory and highly vulnerable to the effects of aging^11,13^—using neuronal nuclei RNA sequencing (RNA-seq). 

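RNA of neuronal nuclei, sorted from the hippocampus with the neuronal nuclear antigen NeuN, was sequenced from 3 young (3 months) and 2 aged (18 months) wild-type mice, with 1 library per mouse. The authors aligned the reads with STAR to the mm10 mouse transcriptome, quantified them per gene with RSEM and normalized them with DESeq2. Their deposited table gives a normalized count for 24411 genes in each library beside the result of their own comparison. Each normalized count is a read count divided by the size factor of its library, and dividing the values of a library by their smallest step returned whole reads for 100% of its genes. The reads recovered in this way numbered 7969282, 8019699 and 9491421 in the young libraries and 8702194 and 9537872 in the aged libraries. The paper's methods describe a modified Smart-seq2 protocol with Nextera tagmentation, whereas the sample records describe polyA-enriched, strand-specific libraries. Young and aged libraries were compared with limma on log2(normalized count + 1), with a trend in the variance and Benjamini-Hochberg adjustment, over the 13712 genes with a mean normalized count of at least 10. A gene counted as differentially expressed at an adjusted p of 0.05 or less and an absolute log2 fold change of at least 0.5, the limits of Supplementary Table 1. The log2 fold changes in the authors' deposited table run from aged to young, so their sign was turned, and positive values stand for higher expression with age. For a single gene, an exact two-sided permutation test of 3 libraries against 2 cannot give a p below 0.1. In simulated libraries of these sizes, in which 200 genes changed 4-fold, limma recovered 46% of the changed genes, and 5.15% of the genes it called had not been changed.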

NeuN^+^ nuclei were isolated by fluorescence-activated cell sorting (FACS) from hippocampi of young (3 months) and aged (18 months) mice (Fig. 1a), and transcriptional changes were assessed by RNA-seq. Transcriptomic analysis detected 28 genes with increased expression and 81 genes with decreased expression with age (Fig. 1e and Supplementary Table 1). 

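With limma, 0 genes were higher and 0 lower with age at these limits, and the smallest adjusted p was 0.117. At an unadjusted p of 0.05 or less, 398 genes were higher and 691 lower, 1089 in all, where 685.6 would pass if no gene differed. For 3390 genes (24.7%) every aged library lay on the same side of every young library, and chance gives 20%. Counts moved most with DESeq2, run on the recovered reads of every gene and filtered afterwards, a setting chosen after the data were seen, which called 37 genes higher and 120 lower. Run on the reads of the 13712 tested genes, DESeq2 called 33 higher and 105 lower. In the simulated libraries, where calls used the adjusted p without a limit on the fold change, 29.1% of the genes that DESeq2 called had not been changed. The quasi-likelihood test of edgeR on the same reads called 0 genes, with a smallest adjusted p of 0.196.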

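Genes of synaptic structure, vesicle release and transmission were followed as a list, and all of them were tested between young and aged libraries. Their median log2 fold change with age was 0.054, with 64 genes higher and 55 lower, and the median of the other genes was −0.027. In limma's camera test of the list against the other genes, the adjusted p was 0.209 over the 9 tests of 3 lists in 3 experiments. Camera looks for a shift of the whole list in a shared direction, so genes that change both ways can cancel. It does not repeat the paper's Gene Ontology analysis of differentially expressed genes. In limma, an adjusted p of 0.05 or less was reached by 0 genes over all genes tested and by 0 genes adjusted over the list alone. At an unadjusted p of 0.05 or less, 6 genes of the list were higher and 6 lower. The median rested on single libraries, being 0.18 without aged replicate 3 and −0.015 without aged replicate 2.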

Gene Ontology analysis of differentially expressed genes predominantly identified synapse-related processes, such as regulation of synapse structure or activity and regulation of synapse assembly (Fig. 1b).

**Fig. 1:**
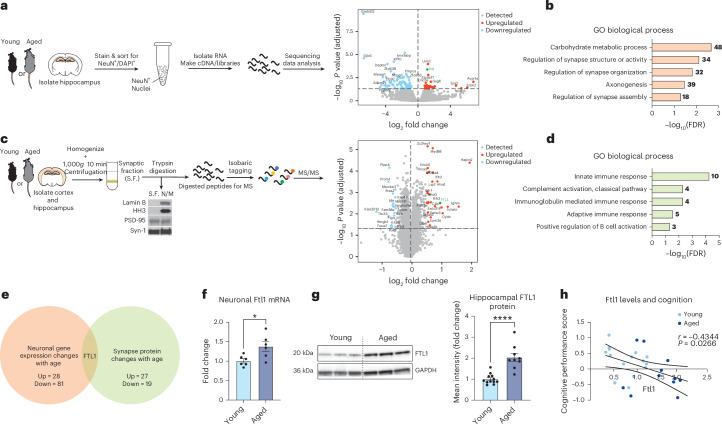
Neuronal FTL1 increases in the hippocampus with age and negatively correlates with cognitive function. **a**, Schematic of transcriptomics workflow for RNA-seq of hippocampal neuronal nuclei (*N* = 3 young (3 months) and *N* = 2 aged (18 months) mice). Volcano plot illustrating differential gene expression in hippocampal neurons of young compared to aged mice. Red dots represent significantly increased genes, and light blue dots represent significantly decreased genes. **b**, Gene Ontology (GO) terms of biological processes associated with upregulated and downregulated genes in hippocampal neurons during aging. Numerals indicate number of genes in each process. **c**, Schematic of proteomics workflow for mass spectrometry of cortical and hippocampal synaptosomes (*N* = 3 young (3 months) biological replicates (20 mice per replicate) and *N* = 3 aged (18–20 months) biological replicates (20 mice per replicate)). Volcano plot illustrating differential protein levels in synaptosomes of young compared to aged mice. Red dots represent significantly increased proteins, and light blue dots represent significantly decreased proteins. **d**, GO terms of biological processes associated with upregulated and downregulated proteins in synaptosomes during aging. Numerals indicate number of genes in each process. **e**, Venn diagram illustrating the two datasets used for candidate selection (*P* *=* 0.05 and FC ≥1.4). **f**, Quantification of neuronal *Ftl1* mRNA levels from young (3 months) and aged (18–20 months) mice by qPCR (*N* = 6 young and *N* = 6 aged mice (*P* = 0.0219)). **g**, Quantification of hippocampal FTL1 protein levels from young (3 months) and aged (24 months) mice by western blot (*N* = 12 young and *N* = 9 aged mice (*P* < 0.0001)). **h**, Pearson’s correlation between hippocampal FTL1 protein levels and overall cognition performance. Hippocampus-dependent learning and memory was assessed by Y maze, NOR and RAWM. A *z*-score was calculated for each behavioral test, and the average *z*-score across behavioral tests was used as a readout for overall cognitive performance (*N* = 15 young (3 months) and *N* = 11 aged (20 months) mice). Data are shown as mean ± s.e.m.; *P < 0.05, ****P < 0.0001, two-tailed *t*-test (**f**,**g**). FDR, false discovery rate; MS, mass spectrometry; FC, fold change; HH3, histone H3; S.F., synaptic fraction; N/M, nuclear/mitochondrial. Source data

To gain insight into age-related molecular changes at the synaptic level, we performed comparative proteomics analysis of the synaptic fraction (synaptosome) in both young and aged mouse brains using isobaric tagging coupled with mass spectrometry (Fig. 1c). Due to technical limitations in the number of animals necessary to obtain sufficient amounts of isolated synaptosomes to conduct mass spectrometry analysis, we opted to sub-dissect and pool hippocampal and cortical tissue from mice. Proteomic analysis detected 27 proteins with increased abundance and 19 proteins with decreased abundance in aging (Fig. 1e and Supplementary Table 2). Gene Ontology analysis highlighted biological processes related to immune responses and complement activation, which are known to be associated with synaptic remodeling in neurons^16^ (Fig. 1d).

Comparison of our neuronal transcriptomic and synaptic proteomic datasets identified one factor with conserved increased expression: the iron-associated protein ferritin light chain 1 (FTL1)^17–19^ (Fig. 1e–g and Extended Data Fig. 1a). 

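Ftl1 (ENSMUSG00000050708.16), the gene of ferritin light chain 1, lies on the minus strand of chromosome 7 from 45457944 to 45459884 in mm10. Its normalized count was 1917 ± 228 (SD, n = 3) in young and 4259 ± 17.7 (SD, n = 2) in aged libraries, and both aged libraries lay above every young library. The reads behind each value numbered between 1625 and 4650. The log2 fold change with age was 1.16 (standard error 0.26), with an adjusted p of 0.397 from limma. An exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 2 allow. The count models gave fold changes of similar size and adjusted p-values on opposite sides of the threshold, at 1.14 (adjusted p = 0.511) with edgeR and 1.15 (adjusted p = 1.7e-04) with DESeq2. Over the alternative settings its adjusted p ranged from 1.7e-04 to 0.711, and with each library left out in turn the log2 fold change ranged from 1.07 to 1.24. Of 21 other genes of similar transcript length and mean count, 0 rose as far as Ftl1. Fth1, the gene of the ferritin heavy chain, had a log2 fold change of 0.70 (standard error 0.33, adjusted p = 0.639 from limma). The annotation holds 2 further Ftl1 loci, Ftl1-ps1 on chromosome 13 and Ftl1-ps2 on chromosome 10, and neither has a value of its own in the table, so that how their reads were assigned is unknown. From the comparison of this transcriptome with the synaptic proteome, which was not analysed here, the paper identifies FTL1 as the factor increased with age in both.

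**Figure D1:**
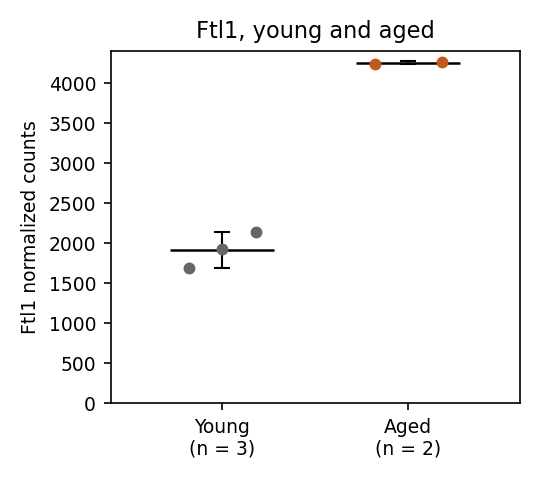
Normalized counts of Ftl1 (vertical axis) in 3 young and 2 aged libraries. Points are libraries, horizontal lines group means and error bars SD, and the aged libraries lie at 4247 and 4272, above the highest young library at 2141.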

To investigate the relationship between increased FTL1 and cognition, we correlated hippocampal FTL1 expression with cognitive performance on a battery of hippocampal-dependent learning and memory tasks in an independent cohort of young and aged mice. We observed a significant negative association between increased hippocampal FTL1 expression by western blot and impaired overall cognitive performance (Fig. 1g,h and Supplementary Table 3). These data identify FTL1 as a potential pro-aging neuronal factor with implications for cognitive dysfunction.

To assess the effect of mimicking an age-related increase in neuronal FTL1, we used a cell-type-specific, viral-mediated overexpression approach. Primary mouse neurons were infected with lentiviral constructs encoding either *Ftl1* or green fluorescent protein (GFP) under the control of the neuron-specific synapsin-1 promoter (Fig. 2a and Extended Data Fig. 2a–c). We assessed morphological changes by immunocytochemical analysis and detected a decrease in the total neurite length and dendritic complexity of MAP2^+^ neurons overexpressing FTL1 compared to control (Fig. 2a). No differences in neuronal cell density or toxicity were observed under FTL1 overexpression conditions (Extended Data Fig. 2d,e).

**Fig. 2:**
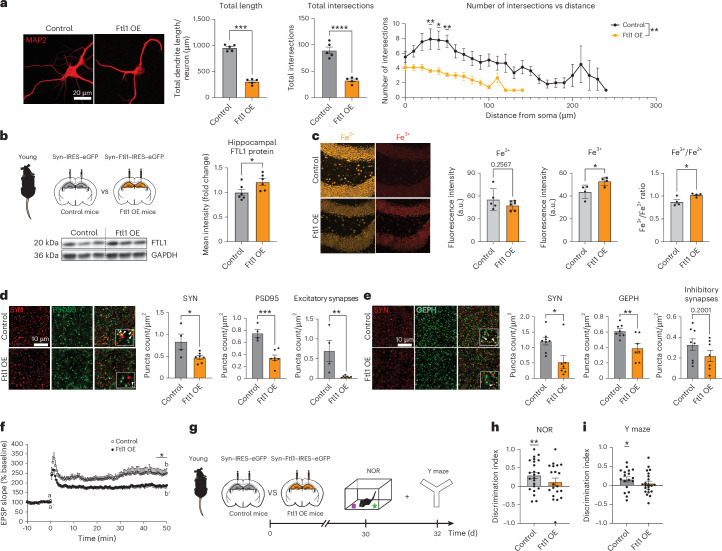
Increasing neuronal FTL1 in the young hippocampus promotes aging-associated synaptic molecular changes and cognitive impairments. **a**, Representative images and quantification of total neurite length and Sholl analysis of primary mouse neurons after viral-mediated *Ftl1* overexpression (Ftl1 OE) or control. Neurons were infected at DIV8 and analyzed at DIV18. Five images per coverslip were taken, and 5–9 neurons were analyzed per coverslip, with the average per coverslip serving as a replicate (*N* = 5 control and *N* = 5 Ftl1 OE replicates per group) (total length *P* < 0.0001; total intersections *P* < 0.0001; intersections versus distance *P* = 0.0054). **b**, Schematic of hippocampal stereotaxic injections of young mice after neuronal-specific viral-mediated overexpression of *Ftl1* (Ftl1 OE) or GFP control and representative western blot and quantification of hippocampal FTL1 protein (*N* = 6 control and *N* = 6 Ftl1 OE mice per group (*P* = 0.0434)). **c**, Representative images and quantification of labile Fe^3+^, Fe^2+^ and Fe^3+^/Fe^2+^ ratio in young mice hippocampus after neuronal-specific viral-mediated overexpression of (Ftl1 OE) or GFP (control) (*N* = 5 control and *N* = 6 Ftl1 OE for Fe^2+^ (*P* = 0.2567); *N* = 4 per group for Fe^3+^ (*P* = 0.0382) and Fe^3+^/Fe^2+^ ratio (*P* = 0.0279)). **d**, Representative images and quantification of excitatory synapses in the hippocampus of mice after neuron-specific, viral-mediated overexpression of *Ftl1* (Ftl1 OE) or GFP (control) (*N* = 4 control and *N* = 7 Ftl1 OE mice per group (SYN *P* = 0.0265, PSD95 *P* = 0.0006; excitatory *P* = 0.0089)). **e**, Representative images and quantification of inhibitory synapses in the hippocampus of mice after neuronal-specific viral-mediated overexpression of *Ftl1* (Ftl1 OE) or GFP (control) (*N* = 8 control and *N* = 6 Ftl1 OE mice per group (SYN *P* = 0.0129, GEPH *P* = 0.0053; inhibitory *P* = 0.2001)). **f**, EPSP recorded from the hippocampus of young mice after neuron-specific, viral-mediated overexpression of *Ftl1* (Ftl1 OE) or GFP (control). LTP levels shown represent the average of the last 5 minutes (*N* = 16 control and *N* = 16 Ftl1 OE mice per group (*P* = 0.029)). **g**, Schematic of the timeline of hippocampal stereotaxic injections and cognitive behavioral testing for young mice overexpressing *Ftl1*. **h**, Object recognition memory assesed by NOR as the discrimination index for the novel object relative to the familiar object (*N* = 23 control (*P* = 0.0023) and *N* = 20 Ftl1 OE (*P* = 0.2764) young mice per group). **i**, Spatial working memory assessed by Y maze as the discrimination index for the novel arm relative to the trained arm (*N* = 18 control (*P* = 0.0336) and *N* = 22 Ftl1 OE (*P* = 0.4315) young mice per group). Data are shown as mean ± s.e.m; *P < 0.05, **P < 0.001, ***P < 0.0001, two-tailed *t*-test (**a**–**e**), two-way ANOVA with Sidak’s post hoc test (**a**), unpaired Studentʼs *t*-test (**g**) and one-sample *t*-test with theoretical mean 0% (**h**,**i**). d, days; GEPH, gephyrin; min, minutes; SYN, synapsin. Source data

Having observed neuronal changes in vitro, we investigated the effect of increasing neuronal FTL1 in the adult hippocampus. Young mice were given bilateral stereotaxic injections of high-titer lentivirus encoding *Ftl1* or GFP under the control of the neuron-specific synapsin-1 promoter into the CA1 and dentate gyrus regions of the hippocampus (Fig. 2b and Extended Data Fig. 3a,b). Increased FTL1 expression was validated by western blot (Fig. 2b).

To begin, we characterized changes in redox states of free iron (Fe) after increased neuronal FTL1 in the hippocampus using DNAzyme-based fluorescent turn-on sensors that are selective for either ferrous (Fe^2+^) or ferric (Fe^3+^) states^20^. Fe^2+^ and Fe^3+^ were detected simultaneously in the hippocampus, and an increase in Fe^3+^ was observed in neurons overexpressing FTL1 (Fig. 2c). To further understand changes in iron redox cycling, we compared the relative Fe^3+^/Fe^2+^ ratio and observed a concomitant increase after neuronal FTL1 overexpression (Fig. 2c). These data suggest that increased FTL1 promotes accumulation of oxidized iron in hippocampal neurons.

To examine aging-associated synaptic alterations^14^, we assessed presynaptic and postsynaptic molecular markers after increased neuronal FTL1 in the hippocampus. We assessed changes in synapses by immunocytochemical analysis and detected a decrease in PSD95^+^ excitatory and gephyrin^+^ inhibitory synapses in the hippocampus of mice overexpressing neuronal FTL1 compared to control (Fig. 2d,e). Additionally, we observed reduced expression of glutamate NMDA receptor subunit 2A (NR2A), AMPA receptor and synapsin by western blot (Extended Data Fig. 3c), consistent with previously described age-related changes associated with impairments in synaptic plasticity^14^. Our data suggest that increasing neuronal FTL1 promotes aging-associated synaptic changes in the adult hippocampus.

To investigate the functional impact of increasing neuronal FTL1 in the hippocampus, we assessed long-term potentiation (LTP) and cognition in young mice after viral-mediated neuronal FTL1 overexpression (Fig. 2f–i). We performed extracellular electrophysiological recordings on hippocampal slices and observed lower LTP levels from the CA1 of young animals overexpressing neuronal FTL1 compared to control conditions (Fig. 2f). Hippocampal-dependent memory was assessed using novel object recognition (NOR) and forced alternation Y maze behavioral paradigms (Fig. 2g). During NOR and Y maze testing, control young mice were biased toward a novel object and the novel arm relative to a familiar condition (Fig. 2h,i). However, young mice with increased expression of neuronal FTL1 were cognitively impaired, demonstrating no preference (Fig. 2h,i). As a control, we profiled general health using an open-field paradigm and observed no differences in overall activity, total distance traveled or time spent in the center of the open field, indicative of normal motor and anxiety functions (Extended Data Fig. 3d–f). Our functional data indicate that mimicking an age-related increase in neuronal FTL1 negatively regulates synaptic plasticity and hippocampal-dependent memory.

To begin to investigate the converse effect of abrogating neuronal *Ftl1*, we used a complementary viral-mediated RNA interference in vitro approach. Primary neurons were infected with lentivirus encoding short hairpin RNA (shRNA) sequences targeting *Ftl1* (sh-Ftl1) or *luciferase* control (sh-Luc) (Fig. 3a and Extended Data Fig. 4a–c). Decreased neuronal FTL1 expression (Extended Data Fig. 4c) resulted in an increase in total neurite length as well as in dendritic complexity of MAP2^+^ neurons by immunocytochemical analysis (Fig. 3a). No differences in neuronal cell density or toxicity were observed under RNA interference conditions (Extended Data Fig. 4d,e).

**Fig. 3:**
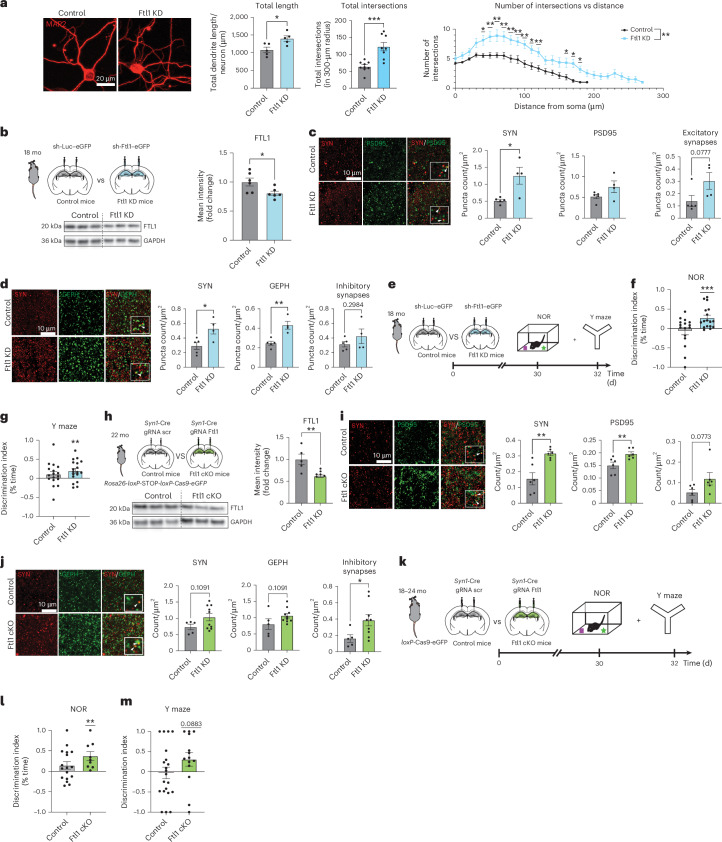
Targeting neuronal FTL1 in the aged hippocampus increases synaptic protein expression and rescues age-related cognitive impairments. **a**, Representative images and quantification of total neurite length and Sholl analysis of primary mouse neurons after viral-mediated knockdown of *Ftl1* (Ftl1 KD) or luciferase (control). Neurons were infected at DIV8 and analyzed at DIV18. Five images per coverslip were taken, and 5–9 neurons were analyzed per coverslip, with the average per coverslip serving as a replicate (*N* = 5 control and *N* = 5 Ftl1 KD replicates per group) (total length *P* = 0.0182; total intersections *P* = 0.0004; intersections versus distance *P* < 0.0001). **b**, Schematic of hippocampal stereotaxic injections of aged (18 months) mice after viral-mediated knockdown of *Ftl1* (Ftl1 KD) or control and representative western blot and quantification of hippocampal FTL1 protein (*P* = 0.0323). **c**, Representative images and quantification of excitatory synapses in the hippocampus of mice after viral-mediated *Ftl1* knockdown (Ftl1 KD) or control (*N* = 5 control and *N* = 4 Ftl1 KD mice per group (SYN *P* = 0.0132, PSD95 *P* = 0.1324; excitatory *P* = 0.0777)). **d**, Representative images and quantification of inhibitory synapses in the hippocampus of mice after viral-mediated *Ftl1* knockdown (Ftl1 KD) or control (*N* = 5 control and *N* = 4 Ftl1 KD mice per group (SYN *P* = 0.0257, GEPH *P* = 0.0031; inhibitory *P* = 0.2984)). **e**, Schematic of the timeline of hippocampal stereotaxic injections and cognitive behavioral testing for aged mice after *Ftl1* abrogation (Ftl1 KD). **f**, Object recognition memory assesed by NOR as the discrimination index for the novel object relative to the familiar object (*N* = 16 control (*P* = 0.4977) and *N* = 17 Ftl1 KD (*P* = 0.0010) aged mice per group). **g**, Spatial working memory assessed by Y maze as the discrimination index for the novel arm relative to the trained arm (*N* = 17 control (*P* = 0.1895) and *N* = 18 Ftl1 KD (*P* = 0.0072) aged mice per group). **h**, Schematic of hippocampal stereotaxic injections of aged *Rosa26-loxP-*STOP*-loxP-Cas9-eGFP* transgenic mice after neuronal-specific viral-mediated expression of guide RNAs targeting *Ftl1* (Ftl1 cKO) or control and representative western blot and quantification of hippocampal FTL1 protein (*N* = 5 control and *N* = 6 Ftl1 cKO mice per group (*P* = 0.0076)). **i**, Representative images and quantification of excitatory synapses in the hippocampus of Ftl1 cKO or control mice (*N* = 6 control and *N* = 6 Ftl1 cKO mice per group (SYN *P* = 0.0028, PSD95 *P* = 0.0140; excitatory *P* = 0.0773)). **j**, Representative images and quantification of inhibitory synapses in the hippocampus of Ftl1 cKO or control mice (*N* = 5 control and *N* = 9 Ftl1 cKO mice per group (SYN *P* = 0.1091, GEPH *P* = 0.1091, inhibitory *P* = 0.0472)). **k**, Schematic of the timeline of hippocampal stereotaxic injections and cognitive behavioral testing for aged *Rosa26-loxP-*STOP*-loxP-Cas9-eGFP* transgenic mice with loss of neuronal *Ftl1*. **i**, Object recognition memory assesed by NOR as the discrimination index for the novel object relative to the familiar object (*N* = 17 aged control (*P* = 0.1423) and *N* = 9 aged Ftl1 cKO (*P* = 0.0087) mice per group). **j**, Spatial working memory assessed by Y maze as the discrimination index for the novel arm relative to the trained arm (*N* = 21 aged control (*P* = 0.5796) and *N* = 14 aged Ftl1 cKO (*P* = 0.2676) mice per group). Data are shown as mean ± s.e.m; *P < 0.05, **P < 0.005, ***P < 0.0001, two-tailed *t*-test (**a**–**d**,**h**–**j**), two-way ANOVA with Sidak’s post hoc test (**a**) and one-sample *t*-test with theoretical mean 0% (**f**,**g**,**l**,**m**). d, days; GEPH, gephyrin; mo, months; SYN, synapsin; scr, scramble. Source data

Next, we sought to explore the potential benefit of targeting the age-related increase of FTL1 in the hippocampus of aged mice. We performed targeted stereotaxic injections of a high-titer virus encoding shRNA sequences targeting either *Ftl1* or *luciferase* control into the CA1 and dentate gyrus hippocampal regions of aged mice (Fig. 3b and Extended Data Fig. 5a,b). Abrogation of FTL1 was validated by western blot (Fig. 3b). We assessed changes in synapses by immunocytochemical analysis, and, in contrast to the effects observed with FTL1 overexpression, targeting *Ftl1* led to an increase in PSD95^+^ excitatory and gephyrin^+^ inhibitory synapses in the aged hippocampus (Fig. 3c,d). Additionally, we observed an increase in NR2A, AMPA receptor and synapsin by western blot (Extended Data Fig. 5c). Functionally, hippocampal-dependent learning and memory was assessed using NOR and forced alternation Y maze in aged mice after viral-mediated neuronal FTL1 knockdown (Fig. 3e). Consistent with age-related cognitive decline, control aged mice showed no preference for either a novel object or a novel arm relative to a familiar condition (Fig. 3f,g). Notably, abrogating FTL1 in the aged hippocampus resulted in cognitive improvements (Fig. 3f,g). No differences in overall activity were detected between experimental groups (Extended Data Fig. 5d–f). These data suggest that targeting hippocampal FTL1 restores known age-related synaptic molecular changes and cognitive function in aged mice.

To determine the effect of selectively targeting the age-related increase in neuronal FTL1, we generated aged, temporally controlled, neuron-specific conditional *Ftl1* genetic knockout mice (FTL1 cKO) using a viral-mediated in vivo CRISPR–Cas9 approach by delivering high-titer lentivirus encoding a synapsin-driven *Cre* and guide RNA sequences into aged inducible Cas9 transgenic mice (Fig. 3h and Extended Data Fig. 6a,b). Decreased FTL1 levels were validated by western blot (Fig. 3h). We observed an increase in PSD95^+^ excitatory and gephyrin^+^ inhibitory synapses by immunocytochemical analysis and an increase in NR2A, AMPA receptor and synapsin by western blot in the hippocampus of aged FTL1 cKO mice compared to controls (Fig. 3i,j and Extended Data Fig. 6c). Hippocampal-dependent learning and memory was assessed using NOR and forced alternation Y maze in aged FTL1 cKO mice (Fig. 3k). Consistent with abrogation of hippocampal FTL1, selectively targeting neuronal *Ftl1* resulted in cognitive improvements in memory in FTL1 cKO mice compared to control mice (Fig. 3l,m). No differences in overall activity were detected between experimental groups (Extended Data Fig. 6d–f). These behavioral data indicate that targeting neuronal FTL1 at old age mitigates age-related cognitive impairments.

To identify potential mechanisms underlying the pro-aging effects of increased neuronal FTL1 on cognitive function, we characterized the transcriptomes of hippocampal neurons from young and aged mice after viral-mediated FTL1 overexpression and abrogation, respectively, by neuronal nuclei RNA-seq approaches (Fig. 4a,d). 

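For overexpression, neuronal nuclei were sequenced from the hippocampus of young mice (3 months) injected with lentivirus that encodes Ftl1 (7 libraries labelled Ftl1 OE) or GFP (5 libraries labelled control) under the neuron-specific synapsin-1 promoter. Whole reads were again recovered for 100% of genes, between 9943996 and 16490261 per control library (median 12553244) and between 10904466 and 17034325 per library labelled Ftl1 OE (median 14640758). The authors processed these libraries as those of the aging experiment but normalized them separately, so normalized counts can be compared within an experiment only. The same limma model covered the 14099 genes with a mean normalized count of at least 10, with the limits of Supplementary Table 4, which set no fold change. Log2 fold changes run from the libraries labelled control to those labelled Ftl1 OE, as in the authors' deposited table. The median log2 fold change of all genes tested was 0.10. In simulated libraries of this design, limma recovered 52% of the genes changed 4-fold, and 1.89% of its calls were unchanged genes.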

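For knockdown, neuronal nuclei were sequenced from aged mice (18 months) injected with virus that encodes a short hairpin RNA against Ftl1 (4 libraries labelled Ftl1 KD, numbered 1, 3, 4 and 5) or against luciferase (4 libraries labelled control, numbered 1, 2, 3 and 5). These libraries were shallower by far than those of the other experiments, with 103394, 358560, 68092 and 318645 reads in the controls and 97104, 96831, 48902 and 59886 in the libraries labelled Ftl1 KD. Rn45s, which encodes the precursor of ribosomal RNA, took between 31.9% and 55.3% of the reads in the controls and between 30.3% and 34.5% in the libraries labelled Ftl1 KD. At this depth, 1460 genes had a mean normalized count of at least 10 and were tested, with the limits of Supplementary Table 5. The other genes were left out by this limit, and without it 334 genes were called, 231 of them among the 354 called with it. In simulated libraries of this design, limma recovered 86% of the genes changed 4-fold, and 4.44% of its calls were unchanged genes.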

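Ftl1 itself went against the labels in both experiments. Its normalized count was 11515 ± 9579 (SD, n = 5) in the young controls and 5968 ± 1251 (SD, n = 7) in the libraries labelled Ftl1 OE, a log2 fold change of −0.67 (standard error 0.34, adjusted p = 0.681 from limma). An exact two-sided permutation test of the same counts gave p = 0.0997 over 792 splits. One library, control 9905, held 28309 normalized counts against 4580 to 9953 in the other controls, and without it the log2 fold change was −0.27. In the aged mice, Ftl1 had 43.8 ± 13.7 (SD, n = 4) normalized counts in the controls and 118 ± 15.0 (SD, n = 4) in the libraries labelled Ftl1 KD, from between 30 and 122 reads per library. Its log2 fold change there was 1.47 (standard error 0.25, adjusted p = 2.2e-04 from limma), and with each library left out in turn it ranged from 1.21 to 1.61. All 4 libraries labelled Ftl1 KD lay above every control (exact two-sided permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). Of 45 other genes with a transcript length and mean count near those of Ftl1, 4 rose as far in this comparison. Ftl1 was thus lower where the labels name overexpression, within the spread of the controls, and higher where they name knockdown, by more than the spread, and the groups are named by their labels for this reason.

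**Figure D2:**
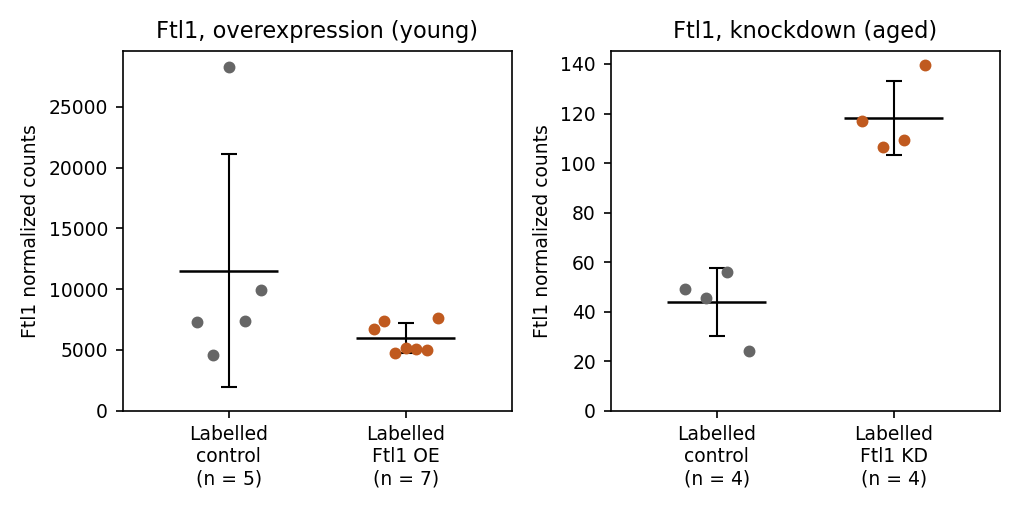
Normalized counts of Ftl1 (vertical axes) in the libraries of the overexpression (left) and knockdown (right) experiments, grouped by their labels. Points are libraries, horizontal lines group means and error bars SD, and control 9905 lies at 28309 while all 4 libraries labelled Ftl1 KD lie above the controls.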

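Between the young control libraries and those labelled Ftl1 OE, limma called 0 genes higher and 0 lower, with a smallest adjusted p of 0.499. At an unadjusted p of 0.05 or less, 507 genes were higher and 516 lower, 1023 together, where 704.95 would pass without any difference. The groups did not overlap for 82 genes (0.582%), and chance gives 0.253%. DESeq2 on the recovered reads of every gene, filtered afterwards, a setting added after the data were seen, moved the counts most, to 10 higher and 91 lower, and on the tested genes it called 8 and 83. Among the calls of DESeq2 in the simulated overexpression libraries, 16.2% were unchanged genes. Of the 3 genes with the smallest p, named after their values were seen, Rps29 had a log2 fold change of −1.30 (standard error 0.27), Atp5e of −1.18 (standard error 0.25) and Ralgds of 1.18 (standard error 0.25). Between the aged control libraries and those labelled Ftl1 KD, limma called 154 genes higher and 200 lower, 354 in all. The groups did not overlap for 347 of the tested genes (23.8%, where chance gives 2.86%), among them 276 of the 354 genes called. Tuba1a, which encodes an alpha tubulin, rose from 202 ± 42.8 to 669 ± 39.7 normalized counts (SD, n = 4 each), a log2 fold change of 1.75 (standard error 0.19, adjusted p = 1.0e-06 from limma). Tubb2b and Dpysl3 rose by log2 fold changes of 1.99 and 2.06. Malat1, a long noncoding RNA that stays in the nucleus, fell from 378 ± 138 to 101 ± 28.7 normalized counts (SD, n = 4 each), a log2 fold change of −1.87 (standard error 0.23, adjusted p = 5.5e-06 from limma). Log2 fold changes were −1.80 for Snhg11 and −1.59 for Meg3, which are also noncoding. DESeq2 called 348 genes in this comparison, of which 328 were among the 354, and edgeR called 420. Raising the filter to a mean of at least 100, which leaves few genes to test, moved the count most, to 12 higher and 6 lower.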

We detected 100 differentially expressed genes in young mice overexpressing neuronal FTL1 and 309 differentially expressed genes in aged mice after hippocampal FTL1 knockdown compared to control conditions (Fig. 4b,e and Supplementary Tables 4 and 5). We performed Gene Ontology analysis and identified changes in energy metabolism pathways and synaptic processes (Fig. 4c,f). 

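Gene Ontology terms were not tested again, and energy metabolism and synapses were followed through lists of genes for the subunits of oxidative phosphorylation (OXPHOS, 85 genes), ribosomal proteins (87 genes) and the synapse. In the libraries labelled Ftl1 OE, 77 of the 82 OXPHOS genes tested were lower than in controls, with a median log2 fold change of −0.65 (adjusted p = 1.2e-42 by camera). Single genes of the lists were counted with limma. Of the OXPHOS genes, 0 passed over all genes tested, 49 passed adjusted over the list alone, and 55 were lower at an unadjusted p of 0.05 or less. Ribosomal protein genes moved in the same direction, with 81 of 84 lower and a median of −0.71 (adjusted p = 3.3e-49 by camera). Of them, 0 passed over all genes, 62 adjusted over the list alone and 65 at an unadjusted p. DESeq2 on the recovered reads called genes of both lists over all genes, among them Cox6b1 (adjusted p = 0.0251) and Rps29 (0.00466). Synaptic genes had a median of 0.064 (adjusted p = 0.898 by camera) and 68 of 118 were higher, a direction that turned to −0.031 under median centring, with 0 genes past the threshold over all genes or adjusted over the list alone, and 0 higher and 2 lower at an unadjusted p. The libraries labelled Ftl1 KD differed from their controls in the opposite direction, with 42 of 46 OXPHOS genes higher, a median of 0.44 (adjusted p = 5.3e-05 by camera), and 8 genes past the threshold over all genes and 8 adjusted over the list alone. There, 42 of 47 ribosomal protein genes were higher, with a median of 0.46 (adjusted p = 7.8e-04 by camera), and 4 genes passed over all genes and 0 adjusted over the list alone. Synaptic genes were lower in these libraries, 39 of 47, with a median of −0.55 (adjusted p = 3.6e-04 by camera), and 20 passed over all genes and 21 adjusted over the list alone. Since camera takes a preset correlation between genes, fry, which takes it from the libraries, was run beside it. Fry also asks another question, because camera compares a list with the other genes and fry does not. A pass by fry thus does not show that a list moved more than the other genes. Each of these 5 OXPHOS, ribosomal protein and synaptic shifts past the threshold in OE and KD also passed under fry, at adjusted p-values of 0.0253, 0.0253, 0.0164, 0.0278 and 0.00950. The rises of OXPHOS and ribosomal protein genes with age did not, at 0.454 and 0.0600. Per library, the mean centred log2 count of the list gives 1 value, and its difference between groups was −0.60 for OXPHOS genes in OE (exact two-sided permutation test, p = 0.0164) and −0.70 for ribosomal protein genes (exact p = 0.0101). In KD the exact p was 0.0286 for each of the 3 lists, the smallest possible, and over the 12 such tests the adjusted p was 0.0571 for all of these differences. Among other scalings, filters and pseudocounts, median centring moved the OXPHOS medians most, to −0.74 in OE and 0.55 in KD, and with each library left out in turn they ranged from −0.86 to −0.49 and from 0.37 to 0.57. Of 10000 random lists matched to the OXPHOS genes on transcript length and mean count, 0 had a median as low in OE and 600 a median as high in KD. These directions follow the libraries' labels, against which Ftl1 itself moved.

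**Figure D3:**
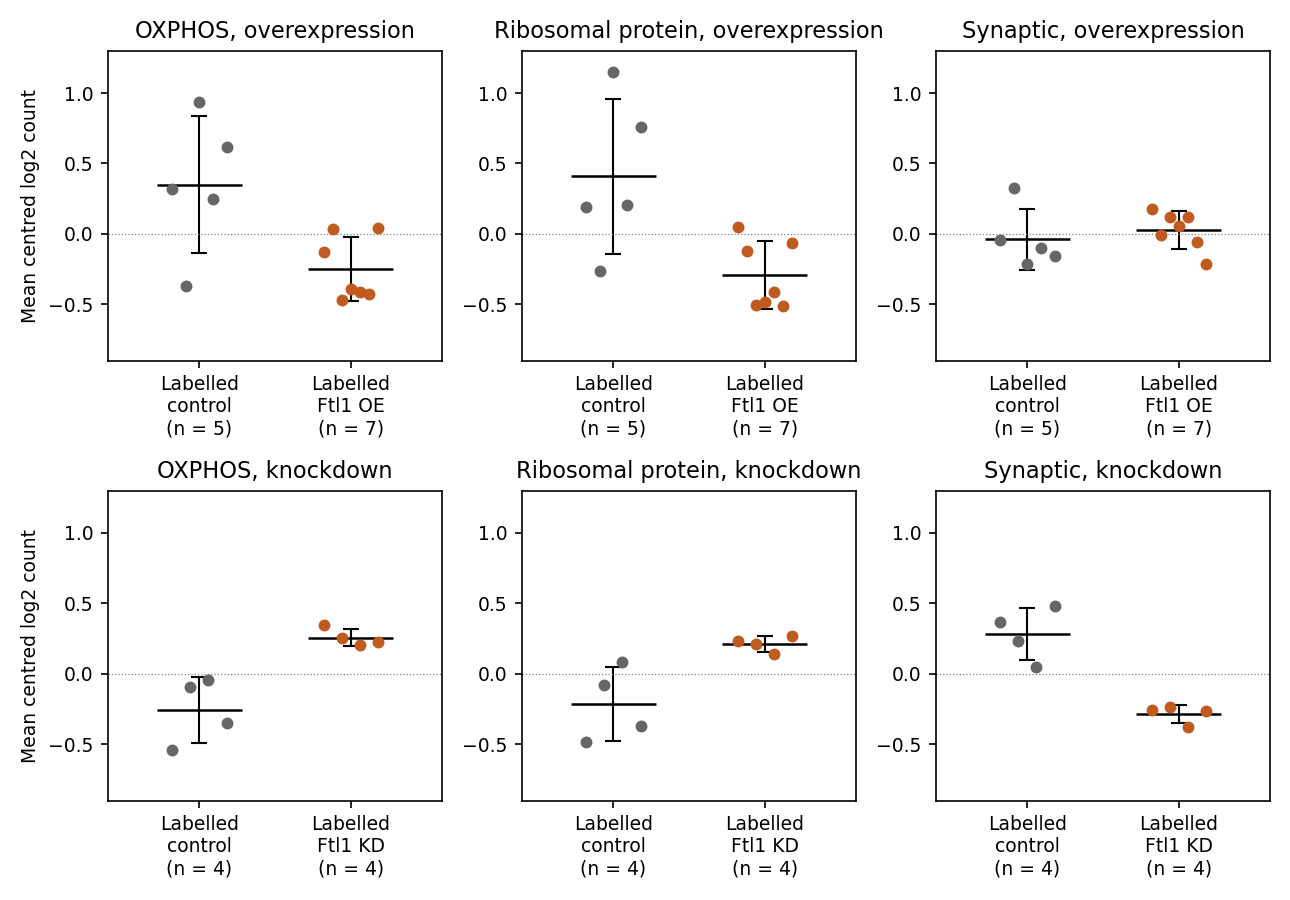
Mean centred log2 count (vertical axes) over the OXPHOS, ribosomal protein and synaptic genes in each library of the overexpression (upper) and knockdown (lower) experiments, grouped by their labels. Points are libraries, horizontal lines group means and error bars SD. In the knockdown experiment the groups do not overlap for any of the 3 lists, and in the overexpression experiment they overlap for each, and the direction of the synaptic genes there changes under median centring.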

To gain further regional and cell-type-specific resolution, we assessed molecular changes elicited by viral-mediated *Ftl1* knockout by single-nuclei RNA-seq (Fig. 4g). Cell clusters were identified using a principal component analysis (PCA)-based approach and projected by uniform manifold approximation and projection (UMAP) onto a two-dimensional plot (Fig. 4h). Signatures of each cluster were generated by differential gene expression analysis to compare clusters. Cell types were established based on transcriptomic signatures, and populations were compared across genotypes (Extended Data Fig. 7). We performed bioinformatics analysis on excitatory hippocampal neurons, and Gene Ontology analysis of differentially expressed genes between FTL1 cKO and control mice identified predominantly metabolic processes (Fig. 4i). Concordantly, we observed increased expression of genes related to aerobic respiration and proton-driven ATP synthesis in excitatory neurons of FTL1 cKO mice (Extended Data Fig. 8a–d). Next, we analyzed clusters of CA1 pyramidal neurons, CA2/CA3 pyramidal neurons and dentate gyrus granule cell neurons separately (Fig. 4j–l). Gene Ontology analysis of differentially expressed genes identified metabolic processes associated with ATP production, oxidative phosphorylation and NADH across hippocampal neuronal cell types (Fig. 4j–l).

**Fig. 4:**
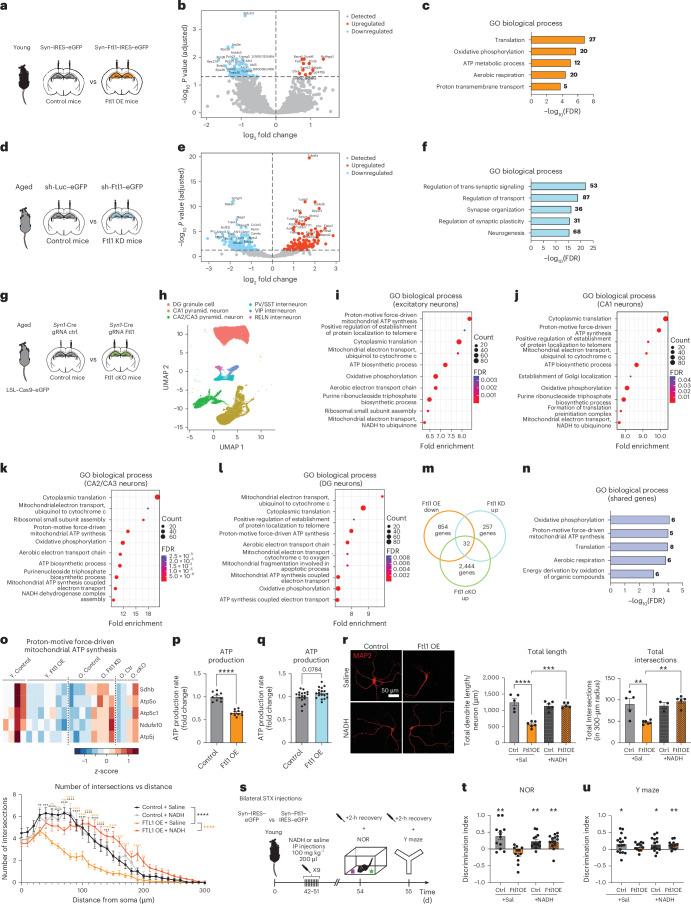
Pro-aging effects of increased neuronal FTL1 on cognitive function are mediated in part through alterations in metabolic processes. **a**, Schematic of hippocampal stereotaxic injections of young mice after neuronal-specific viral-mediated overexpression of *Ftl1* (Ftl1 OE) or GFP control. **b**, Volcano plot illustrating differential gene expression in hippocampal neurons of Ftl1 OE compared to control mice. Red dots represent significantly upregulated genes, and light blue dots represent significantly downregulated genes. **c**, Gene Ontology (GO) terms of biological processes associated with upregulated and downregulated genes. **d**, Schematic of hippocampal stereotaxic injections of aged (18 months) mice after viral-mediated knockdown of *Ftl1* (Ftl1 KD) or control. **e**, Volcano plot illustrating differential gene expression in hippocampal neurons of aged Ftl1 KD mice compared to aged control mice. Red dots represent significantly upregulated genes, and light blue dots represent significantly downregulated genes. **f**, GO terms of biological processes associated with upregulated and downregulated genes. **g**, Schematic of hippocampal stereotaxic injections of aged *Rosa26-loxP-*STOP*-loxP-Cas9-eGFP* transgenic mice after neuronal-specific viral-mediated expression of guide RNAs targeting *Ftl1* (Ftl1 cKO) or control. **h**, Combined two-dimensional visualization of single-nuclei clusters in the hippocampus from aged Ftl1 cKO and control mice (*N* = 2 pooled mice per group). **i**–**l**, GO terms of biological processes associated with upregulated and downregulated genes identified through single-nuclei RNA-seq analysis in excitatory neuron (**i**), CA1 (**j**), CA2/CA3 (**k**) and DG (**l**) clusters of aged Ftl1 cKO and control mice. **m**, Venn diagram illustrating three RNA-seq datasets used for gene expression comparison among Ftl1 OE, Ftl1 KD and Ftl1 cKO conditions. **n**, GO terms of biological processes associated with 32 shared genes identified across all conditions. **o**, Heatmap of proton-motive force-driven mitochondrial ATP synthesis. **p**, Mitochondrial ATP production rate in primary neurons after viral-mediated *Ftl1* overexpression on DIV0 quantified by Seahorse on DIV11 (*N* = 9 control and *N* = 10 Ftl1 OE replicates per condition (*P* < 0.0001)). **q**, Mitochondrial ATP production rate in primary neurons after viral-mediated Ftl1 KD on DIV8 quantified by Seahorse on DIV11 (*N* = 17 control and *N* = 18 replicates per condition (*P* = 0.0784)). **r**, Representative images of total neurite length and Sholl analysis of primary mouse neurons after viral-mediated *Ftl1* overexpression (Ftl1 OE) or control, treated with NADH at 200 µM or saline daily for 5 days. Neurons were infected at DIV8, treated with NADH from DIV14 to DIV18 and analyzed at DIV18 (*N* = 5 control+saline, *N* = 5 Ftl1 OE+saline, *N* = 6 control+NADH and *N* = 6 Ftl1 OE+NADH replicates per group) (total length (control+saline versus OE+saline *P* = < 0.0001; OE+saline versus OE+NADH *P* = 0.0002); total intersections (control+saline versus OE+saline *P* = 0.0075; OE+saline versus OE+NADH *P* = 0.0039); intersections versus distance (control+saline versus OE+saline *P* = <0.0001; OE+saline versus OE+NADH *P* = <0.0001)). **s**, Schematic of the timeline of hippocampal stereotaxic injections and cognitive testing for young Ftl1 OE with control mice treated with either NADH or saline control. **t**, Object recognition memory assesed by NOR as the discrimination index for the novel object relative to the familiar object (*N* = 12 control+saline (*P* = 0.0046), *N* = 12 Ftl1 OE+saline (*P* = 0.0616), *N* = 13 control+NADH (*P* = 0.0016), *N* = 14 Ftl1 OE+NADH (*P* = 0.0017)). **u**, Spatial working memory assessed by Y maze as the discrimination index for the novel arm relative to the trained arm (*N* = 17 control+saline (*P* = 0.0250), *N* = 12 Ftl1 OE+saline (*P* = 0.0551), *N* = 14 control+NADH (*P* = 0.0238), *N* = 13 Ftl1 OE+NADH (*P* = 0.0020)). Data are shown as mean ± s.e.m; *P < 0.05, **P < 0.005, ***P < 0.0001, ****P < 0.0001, two-tailed *t*-test (**p**,**q**), two-way ANOVA with Tukey’s post hoc test (**r**) and one-sample *t*-test with theoretical mean 0% (**t**,**u**). Ctrl, control; d, days; DG, dentate gyrus; FDR, false discovery rate; h, hour; min, minutes; IP, intraperitoneal; pyramid., pyramidal; Sal, saline; STX, stereotaxic; tr, treatment.

Leveraging our transcriptomic analysis, we next surveyed our in vivo neuronal FTL1 overexpression RNA-seq (Fig. 4a), in vivo neuronal *Ftl1* RNA interference RNA-seq (Fig. 4d) and in vivo *Ftl1* cKO single-nuclei RNA-seq (Fig. 4g) datasets for convergent molecular pathways. 

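Genes lower in the libraries labelled Ftl1 OE and higher in those labelled Ftl1 KD were counted among the 1460 genes tested in both comparisons, at an unadjusted limma p of 0.05 or less in each. Of these, 131 were lower in OE and 256 higher in KD, and 21 were both, where 22.97 would be shared by chance (Fisher's exact test, two-sided, p = 0.718). Without the filter on the mean count, the setting that moved this number most, 44 genes were shared. At adjusted p-values of 0.05 or less in both comparisons, limma can share none, since it called 0 genes in OE, and 1 gene was shared with DESeq2 on the recovered reads and 1 in the authors' deposited table. In the authors' deposited table, unadjusted p-values of 0.05 or less hold for 854 genes lower in OE, 195 of them tested in both comparisons, and 257 higher in KD, and 34 of the genes tested in both are lower in OE and higher in KD, where 34.3 would be by chance (Fisher's exact test, two-sided, p = 1). With limma, genes lower in both comparisons numbered 6, where 27.1 would be shared by chance, and genes higher in OE and lower in KD numbered 14, where 9.10 would be, and in the authors' deposited table these were 13, where 42.2 would be, and 15, where 8.22 would be. Across the same genes, the log2 fold changes of the OE and KD comparisons had a Spearman rho of −0.137, in which genes are not independent replicates. The single-nuclei RNA-seq after knockout was not analysed here.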

Of the genes that are downregulated in the young hippocampus after increased neuronal FTL1 and upregulated in the aged hippocampus after abrogation of neuronal FTL1, we detected 32 genes that were bidirectionally changed (Fig. 4m and Supplementary Table 6). Gene Ontology analysis of this gene set identified metabolic processes associated with ATP production and oxidative phosphorylation (Fig. 4n), with restored neuronal expression of genes including *Sdhb*, *Atp5o*, *Atp5c1*, *Ndufa10* and *Atp5j* in the aged hippocampus after abrogation of neuronal FTL1 (Fig. 4o). 

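Sdhb encodes a subunit of complex II, Ndufa10 a subunit of complex I, and Atp5o, Atp5c1 and Atp5j subunits of ATP synthase. In the libraries labelled Ftl1 KD, Ndufa10 (ENSMUSG00000026260.12, chromosome 1) rose from 9.27 ± 2.64 to 25.0 ± 6.87 normalized counts (SD, n = 4 each), a log2 fold change of 1.34 (standard error 0.34, adjusted p = 0.00541 from limma). Atp5o, at a locus on chromosome 16 for which the annotation gives 2 identifiers, rose from 14.4 ± 4.12 to 30.9 ± 7.28 (SD, n = 4 each), a log2 fold change of 1.07 (standard error 0.31, adjusted p = 0.0142 from limma). The rises of Sdhb (ENSMUSG00000009863.14, chromosome 4; 0.71, standard error 0.29), Atp5c1 (ENSMUSG00000025781.14, chromosome 2; 0.53, standard error 0.26) and Atp5j (ENSMUSG00000022890.13, chromosome 16; 1.03, standard error 0.43) had adjusted p-values of 0.0720, 0.133 and 0.0756. Each library labelled Ftl1 KD lay above every control for Atp5o, Atp5c1, Ndufa10 and Atp5j, and for Sdhb the groups overlapped. These values rest on few reads, between 4 and 70 per gene and library. In the libraries labelled Ftl1 OE, the log2 fold changes were −0.51 (standard error 0.26) for Sdhb, −0.60 (0.24) for Atp5o, −0.39 (0.18) for Atp5c1, −0.34 (0.17) for Ndufa10 and −0.62 (0.22) for Atp5j. The smallest of their adjusted p-values from limma was 0.546, for Atp5j, for which every library labelled Ftl1 OE lay below every control. With age, the median log2 fold change of these 5 genes was −0.065, with 2 higher and 3 lower. From the Gene Ontology analysis of the genes that changed in opposite directions, the paper identifies processes of ATP production and oxidative phosphorylation. After also measuring ATP production in primary neurons, it reasons that boosting metabolic function might counter the effects of increased neuronal FTL1.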

To corroborate our RNA-seq findings using an orthogonal approach, we measured neuronal ATP production rate by Seahorse assay after viral-mediated overexpression and abrogation of FTL1 in primary neurons. Increasing neuronal FTL1 significantly compromised ATP production (Fig. 4p), whereas abrogation of FTL1 resulted in increased ATP production compared to control conditions (Fig. 4q).

Consequently, we reasoned that boosting metabolic function might counter the pro-aging effects of increased neuronal FTL1. To begin to test this possibility, primary neurons were treated with NADH (a coenzyme driving ATP synthesis during oxidative phosphorylation)^21–23^ after viral-mediated FTL1 overexpression (Fig. 4r and Extended Data Fig. 9a). Consistent with our previous observation, we detected a decrease in the total neurite length and dendritic complexity of MAP2^+^ neurons overexpressing FTL1 compared to control (Fig. 4r); however, this decrease was mitigated after NADH treatment (Fig. 4r). No changes in neuronal toxicity were observed (Extended Data Fig. 9b). To investigate the effect of NADH supplementation on cognitive function, young adult mice were administered NADH after viral-mediated neuronal FTL1 overexpression, and hippocampal-dependent memory was assessed by NOR and Y maze (Fig. 4s). Although young mice with increased neuronal FTL1 expression showed no preference for either a novel object or a novel arm, these cognitive deficits were mitigated after NADH supplementation (Fig. 4t,u). No differences in overall activity were detected between experimental groups (Extended Data Fig. 10a–d). These transcriptomics and behavioral data indicate that the pro-aging effects of increased neuronal FTL1 on cognitive function are mediated, at least in part, through alterations in metabolic processes.

Cumulatively, our study elucidates a previously unrecognized role for neuronal FTL1 in the progression of aging-associated cognitive decline. Mimicking an age-related increase in neuronal FTL1 in young mice promotes synaptic changes and cognitive impairments indicative of hippocampal aging. Conversely, targeting the age-related increase in neuronal FTL1 reverses synaptic changes and restores hippocampal-dependent cognitive function in aged mice. Mechanistically, we implicate changes in metabolic processes, such as mitochondrial ATP production, as mediators of the pro-aging effects of neuronal FTL1 and demonstrate that boosting metabolic functions through NADH supplementation mitigates these pro-aging effects on cognition. Our findings provide a novel perspective on the molecular underpinnings of cognitive aging and identify neuronal FTL1 as a potential therapeutic target to counter age-related cognitive dysfunction.

FTL1 comprises the light chain of ferritin and is involved in the long-term storage of iron. Disruption in iron metabolism is known to promote mitochondrial dysfunction and subsequent alterations in metabolic processes^24^—a key hallmark of the aging process^25,26^. Age-related increased levels of neuronal FTL1 detected in the hippocampus are likely reflective of changes in brain iron metabolism during aging. This is congruent with our neuronal RNA-seq analysis pointing to altered metabolic processes, such as mitochondrial ATP synthesis, as mediators of the pro-aging effects of neuronal FTL1 on cognitive function. This link is further bolstered by recent reports that increasing metabolic function by supplementation with NAD^+^ and its precursors confers cognitive benefits in aged rodents^27–29^, similar to the effects that we observed with NADH in the context of increased neuronal FTL1.

Excess iron and its abnormal redox cycling can also lead to ferroptosis^30,31^, an iron-dependent programmed cell death pathway observed in many neurodegenerative diseases, such as Alzheimer’s disease^32,33^. Ferroptosis was previously characterized using Fe^2+^-specific and Fe^3+^-specific DNAzyme-based fluorescent turn-on sensors, triggering an increase in both Fe^2+^ or Fe^3+^ as well as a concomitant decrease in the Fe^3+^/Fe^2+^ ratio^20^. The observed decrease in the Fe^3+^/Fe^2+^ ratio resulting from ferroptosis is distinct from the increase observed after neuronal FTL1 overexpression in the hippocampus. These contrasting observations are likely reflective of key differences between normal aging in the absence of gross neuronal death and neurodegenerative disease conditions in which ferroptosis is observed.

Alterations in mitochondria dynamics are likewise widely reported in the brain during aging and age-related neurodegenerative diseases, such as Alzheimer’s disease, with structural effects to the mitochondrial inner membrane disrupting the electron transport system by modifying the available surface area necessary for ATP synthesis to occur^34,35^. Both bulk neuronal RNA-seq and single-nuclei RNA-seq after overexpression and abrogation of neuronal *Ftl1* point toward changes in the electron transport system linked to potential structural modifications in the mitochondrial inner membrane. Indeed, Gene Ontology analysis of bidirectional, differentially expressed genes indicates fluctuations in proton-motive force, implicating changes in electron transport through complexes I, II and IV that are coupled to electrogenic proton ejection across the mitochondrial inner membrane. These transcriptional analyses are further bolstered by in vitro Seahorse analysis, demonstrating altered ATP production after FTL1 manipulation in primary neurons. Collectively, this body of work posits changes in mitochondria dynamics, and structural alterations to the inner membrane, as potential downstream mechanisms regulating the pro-aging effects of increased neuronal FTL1.

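Subunit genes of the complexes were followed apart, and their medians kept their direction under the other scalings tried. Complex I genes had a median log2 fold change of −0.66 in the libraries labelled Ftl1 OE (36 of 37 lower, adjusted p = 1.9e-27 by camera and 0.0636 by fry) and 0.36 in those labelled Ftl1 KD (14 of 16 higher, 0.181 and 0.121). Complex II genes had medians of −0.30 in OE (3 of 4 lower, 0.0866 and 0.338) and 0.90 in KD (3 of 3 higher, 0.0792 and 0.0132). Complex IV genes had medians of −0.80 in OE (14 of 15 lower, 7.0e-13 and 0.0470) and 0.40 in KD (9 of 9 higher, 0.140 and 0.154). Of the complexes that the paper does not name there, complex III had medians of −0.42 in OE (9 of 9 lower, 1.4e-07 and 0.0640) and 0.48 in KD (7 of 7 higher, 0.111 and 0.0337), and complex V of −0.62 in OE (15 of 17 lower, 6.7e-13 and 0.0636) and 0.62 in KD (9 of 11 higher, 0.00719 and 0.00692). The p-values are adjusted over 58 tests of lists, and differences between complexes were not tested. Over all genes tested, 0 genes of these complexes passed the threshold of limma in OE. Adjusted over the list alone, 27 genes of complex I, 0 of complex II, 4 of complex III, 9 of complex IV and 11 of complex V did. With DESeq2 on the recovered reads, Cox6b1 of complex IV passed in OE (adjusted p = 0.0251), whereas the genes of Fig. 4o did not. In KD, 1, 2, 1, 0 and 4 genes of complexes I to V passed over all genes with limma. Adjusted over the list alone, 1, 3, 1, 0 and 5 did. Genes encoded by the mitochondrial genome have no values in the tables.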

From a translational perspective, aging is the most dominant risk factor for age-related neurodegenerative disorders^2,36,37^ such as Parkinson’s disease and Alzheimer’s disease. Of note, mutations in the *Ftl1* gene result in neuroferritinopathy—a rare inherited late-onset monogenic neurodegenerative disorder associated with movement disorders, dystonia and cognitive impairments^38–40^. Moreover, longitudinal studies of patients with Alzheimer’s disease showed that increased ferritin levels in cerebrospinal fluid negatively associated with cognitive performance over 7 years and predicted conversion from mild cognitive impairment to Alzheimer’s disease^41^. Thus, our data raise the exciting possibility that the beneficial effects of targeting neuronal FTL1 at old age may extend more broadly, beyond cognitive aging, to neurodegenerative disease conditions in older people.

## Methods

### Animal models

The following mouse lines were used: C57BL/6J mice (The Jackson Laboratory, line 000664), C57BL/6 aged mice (National Institutes of Aging) and B6;129-*Gt(ROSA)26Sor*^tm1(CAG-cas9*,-EGFP)Fezh^/J (The Jackson Laboratory, line 024857). All studies were done in young (2–3 months) or aged (18–22 months) male mice that were not involved in any previous procedures. The numbers of mice used to result in statistically significant differences were calculated using standard power calculations with *α* = 0.05 and a power of 0.8. We used an online tool (https://www.stat.uiowa.edu/~rlenth/Power/index.html) to calculate power and sample size based on experience with the respective tests, variability of the assays and inter-individual differences within groups. Mice were housed under specific pathogen-free conditions under a 12-hour light/dark cycle, with humidity maintained at 30–70% and temperature at 68–79 °F (20–26 °C). All animal handling and use were in accordance with institutional guidelines approved by the University of California, San Francisco (UCSF) Institutional Animal Care and Use Committee (IACUC).

### Tissue collection

Mice were anesthetized with 87.5 mg kg^−1^ ketamine and 12.5 mg kg^−1^ xylazine and transcardially perfused with ice-cold PBS. Tissues were removed and processed for subsequent analysis. To process the brains, either the hippocampus was subdissected and snap frozen or the whole brain was fixed in phosphate-buffered 4% paraformaldehyde (pH 7.4) at 4 °C for 48 hours before cryoprotection with 30% sucrose.

### Primary neuron cultures

Hippocampal and cortical neurons were isolated from E17 C57Bl/6J mouse embryos using the papain dissociation system (Worthington, cat. no. LK003153). Cells were plated at 100,000 cells per well on 12-mm poly-l-lysine-coated glass coverslips (Carolina, cat. no. 633009) in 24-well plates. Cultures were maintained at 37 °C and 5% CO_2_ in neurobasal medium (Thermo Fisher Scientific, cat. no. 21103049) supplemented with B-27 (cat. no. 17504044), GlutaMAX (cat. no. 35050061) and penicillin–streptomycin (cat. no. 15140122). Media were partially changed every 4–5 days. On day in vitro 8 (DIV8), neurons were infected with lentivirus at multiplicity of infection (MOI) = 1 and processed 10 days later (DIV18) for immunocytochemistry. Cells were fixed with 4% paraformaldehyde (10 minutes), washed and stained with MAP2 (Sigma-Aldrich, cat. no. M1406, RRID: AB_477171), anti-GFP (Aves Labs, cat. no. GFP-1020) or anti-turboGFP (Thermo Fisher Scientific, cat. no. PA5–22688, RRID: AB_2540616) antibodies to confirm infection, along with Hoechst 33342 (Thermo Fisher Scientific, cat. no. H3570) for nuclear staining.

### Viral plasmids and viruses

Lentiviral constructs for *Ftl1* overexpression, knockdown and conditional knockout were generated using standard molecular cloning techniques. For overexpression, murine *Ftl1* coding sequence (with partial untranslated regions) was polymerase chain reaction (PCR) amplified from adult mouse hippocampal cDNA and cloned into pENTR-D-TOPO (Thermo Fisher Scientific, cat. no. K240020), sequence verified and subcloned into a synapsin–IRES–eGFP lentiviral backbone using NheI and EcoRI. The synapsin–IRES–eGFP plasmid alone served as control. For knockdown, shRNAs targeting *Ftl1* (SH1–SH4) were cloned into the pGreenPuro system (System Biosciences), with a luciferase-targeting shRNA as control^15,42^. For CRISPR-based knockout vectors, six gRNAs targeting *Ftl1* exons 2–4 were designed using CHOPCHOP^43^ and cloned into LentiCRISPR v2 (ref. ^44^). gRNA sequences included CGTATTTGTAACCTCCCGCA and CGCAGACTGGCGCGCCCCAG, among others. A non-targeting gRNA (GGCGAGGGCGATGCCACCTA) served as control. Validated gRNA sequences were subcloned into a *Syn1*-Cre lentiviral vector (Addgene, no. 68841; ref. ^45^) using PacI and NheI/XbaI. All constructs were verified by Sanger sequencing. Lentivirus production followed previously described protocols^46^. *Ftl1* expression changes were confirmed by qRT–PCR and western blot in mouse cells.

### Lentivirus production

HEK293T cells (American Type Culture Collection, cat. no. CRL-11268) were transfected using a 4:3:1-µg ratio of lentiviral construct, psPAX2 (Addgene, no. 12260, gift from D. Trono) and pCMV-VSV-G (Addgene, no. 8454, RRID: Addgene_8454)^47^. After 48 hours, supernatants were cleared by centrifugation (5 minutes, 1,000*g*) and filtration (0.45 μm) and then concentrated by ultracentrifugation (24,000 r.p.m, 1.5 hours). Pellets were resuspended in PBS. Primary neurons were infected at MOI = 1. For in vivo injections, viral solutions were diluted to 1.0 × 10^8^ viral particles per milliliter (vp/ml).

### Confocal imaging and quantification

For hippocampal synaptic proteins, confocal images were acquired on an LSM 900 microscope (Zeiss) with a ×63 objective as *z* stacks (16 optical sections, 0.33-µm step size) per sample. Maximum intensity projections were generated for individual puncta analysis. Synapsin (555 nm) and gephyrin or PSD95 (647 nm) were quantified using the Analysis module. For co-localization, *z* stacks were split into four approximately 1-µm sub-stacks, each projected to two dimensions. Co-localization was assessed using the ZEN Toolkit 3D. For primary cell cultures, confocal *z* stacks (12 sections, 0.80-µm step) were acquired on an LSM 900 microscope (Zeiss) using a ×20 objective. Neurite length was quantified with NeuronJ (version 1.4.3) and imagescience.jar in FIJI (ImageJ version 1.54f). Sholl analysis was performed using the Simple Neurite Tracer in the Neuroanatomy plugin. Concentric rings (10-µm spacing, up to 300 µm) centered on the soma were used to quantify dendrite complexity by counting neurite intersections, which were summed to calculate total arborization and plotted as a function of distance.

### Real-time ATP rate using Seahorse

Mitochondrial ATP production was assessed in primary neurons (75,000 cells per well) using the Seahorse XFe24 Analyzer (Agilent Technologies). Cells were plated on Seahorse 24-well plates pre-coated with 50 μl of poly-l-lysine (10 µg ml^−1^; Millipore, cat. no. A-005-C) after *Ftl1* overexpression or knockdown. On the day of the assay, cells were equilibrated for 1 hour in Seahorse assay medium (DMEM supplemented with 10 mM glucose, 1 mM pyruvate and 2 mM glutamine; Agilent Technologies). ATP production was measured using sequential injections of 1.5 µM oligomycin and 0.5 µM rotenone/antimycin (Agilent Technologies, cat. no. 103592-100).

### Stereotaxic injections

Procedures were adapted from Lin et al.^46^. Mice were anesthetized with 2% isoflurane in oxygen (2 l min^−1^) and secured in a stereotaxic apparatus. Ophthalmic ointment was applied to prevent corneal drying, and fur over the skull was trimmed. Adeno-associated virus solutions (1.0 × 10^8^ vp/ml) were bilaterally injected into the hippocampal CA1 and dentate gyrus at the following coordinates (from bregma: AP: −2.0 mm, ML: ±1.5 mm; from skull surface: DV: −1.8 mm and −2.1 mm) using a 5-μl 26s-gauge Hamilton syringe. A volume of 2 μl per site was infused over 10 minutes (0.2 μl min^−1^). To minimize backflow, the needle was left in place for 8 minutes after injection and then partially retracted and held for another 2 minutes. Incisions were closed with silk sutures and VetBond. Mice received subcutaneous saline, enrofloxacin, carprofen and buprenorphine postoperatively and were monitored during recovery.

### Neuronal nuclei isolation

Neuronal nuclei were isolated from flash-frozen hippocampi following a modified version of Krishnaswami et al.^48^. Tissue was homogenized in 750 μl of ice-cold homogenization buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris (pH 8.0), 0.1% Triton X-100, 1 μM DTT, RNase and protease inhibitors) using a dounce homogenizer (Wheaton, cat. no. 357538; 12 loose and 20 tight pestle strokes). Homogenates were passed through a 40-μm filter and centrifuged (500 relative centrifugal force (RCF), 6 minutes, 4 °C) and then washed and pelleted again under the same conditions. Pellets were resuspended in staining buffer (0.5% BSA in PBS) and incubated on ice for 15 minutes. Alexa Fluor 488-conjugated anti-NeuN antibody (Millipore, cat. no. MAB377X, RRID: AB_2149209) was added at 1:250, and samples were rotated at 4 °C for 1 hour. After two washes in staining buffer, Hoechst 33342 was added (0.01 μg ml^−1^), and samples were filtered through 35-μm mesh FACS tubes prior to sorting.

### Nuclei isolation for single-nucleus RNA-seq

Neuronal nuclei were isolated from flash-frozen hippocampi using a modified version of the 10x Genomics protocol. Tissue was homogenized in 500 μl of NP-40 lysis buffer (10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40 substitute, 1 mM DTT and RNase inhibitor) with 20 loose and 25 tight pestle strokes (Wheaton, cat. no. 357538), followed by the addition of another 500 μl of buffer and 7-minute incubation on ice. Homogenates were filtered (40 μm) and centrifuged (500 RCF, 5 minutes, 4 °C) and then washed in PBS with 1% BSA and RNase inhibitor. After another spin, samples were resuspended in 400 μl of wash buffer containing Hoechst 33342 (1:10,000), incubated for 5 minutes on ice, filtered through 35-μm mesh and sorted using a BD FACSAria II.

### FACS

Nuclei were sorted on a BD FACSAria Fusion with a 70-μm nozzle and a flow rate of 1–2.5 ml min^−1^. Nuclei were first gated by forward and side scatter and then gated for doublets with height and width. Nuclei that were both Hoechst^+^ and NeuN^+^ (neuronal nuclei isolation) or only Hoechst^+^ (single-nucleus isolation) were sorted into TRI Reagent (Sigma-Aldrich, T9424) for RNA analysis.

### Library generation and RNA-seq

RNA-seq libraries were generated using a modified Smart-seq2 protocol (Picelli et al.^49^). After RNA isolation with TRI Reagent, 8 ng of high-quality RNA was reverse transcribed using SuperScript II (Thermo Fisher Scientific, cat. no. 18064-014) with anchored poly-dT and TSO primers. cDNA was amplified (10 PCR cycles) using KAPA HiFi HotStart polymerase (cat. no. KK2601) and purified with AMPure XP beads (Beckman Coulter, cat. no. A63881). Quality was assessed by Qubit fluorometry. For library construction, 2 ng of cDNA was fragmented (approximately 500 bp) with Nextera Tn5 transposase (Illumina, cat. no. FC-131-1096) and PCR amplified (12 cycles) with indexed Nextera primers (Illumina, cat. no. FC-131-1002). Final libraries were bead purified, analyzed with an Agilent Bioanalyzer and sequenced on an Illumina NovaSeq (paired-end 2 × 150 bp, SP flow cell).

### RNA-seq analysis

Reads were aligned to the *mm10* mouse transcriptome using STAR version 2.7.3a^50^ with ENCODE-recommended settings. Gene-level quantification was performed with RSEM version 1.3.1 (ref. ^51^), and differential expression analysis was carried out in R version 4.0.2 using DESeq2 version 1.28.1 (ref. ^52^). Full pipeline details (version 2.1.2) are available at https://github.com/emc2cube/Bioinformatics/. Gene Ontology enrichment was performed using Panther.

### Single-nuclei RNA-seq analysis

Nuclei were submitted to the UCSF IHG Genomics Core for processing with the 10x Genomics Chromium Single Cell 3′ kit. Approximately 10,000 nuclei per sample were captured, and cDNA libraries were prepared following manufacturer protocols (10x Genomics). Libraries were sequenced on an Illumina NovaSeq 6000 S2. Base calls were demultiplexed using Cell Ranger version 7.1, and raw FASTQ files were processed to generate expression matrices, including intronic reads. Each sample yielded approximately 13,100–15,950 nuclei, with a mean depth of 27,000 reads per nucleus and approximately 44% sequencing saturation. Data were analyzed in R version 4.2.2. Ambient RNA contamination was removed using SoupX, and samples were integrated with Seurat (2,000 variable genes, 20 dimensions). Nuclei expressing fewer than 300 or more than 5,000 genes, or more than 2% mitochondrial transcripts, were excluded. Genes detected in fewer than three nuclei were filtered out. Doublets and technical artifacts were removed, and expression was log normalized. Dimensionality reduction was performed using PCA, and clustering was conducted with the Louvain algorithm on the first 20 principal components. UMAP was applied for two-dimensional visualization. Differential expression was calculated using Seurat (min.pct = 0.05, log fold change > 0.15, pseudocount = 0.1). Genes inconsistent across replicates were excluded. Visualizations included violin plots, UMAPs and heatmaps from average expression matrices. Volcano plots were generated using EnhancedVolcano.

### Synaptosomes protein sample preparation

To obtain sufficient synaptosomes for proteomic analysis, hippocampus and cortex from multiple mice were pooled. Synaptosomes were isolated following a modified protocol from Trinidad et al.^53^. Tissue was homogenized in sucrose buffer with phosphatase inhibitors (Na_3_VO_4_, NaF, Na_2_MoO_4_, sodium tartrate, fenvalerate and okadaic acid) and PUGNAc, followed by differential centrifugation. Synaptic membranes were collected at the 1.0–1.2 M sucrose interface and pelleted. Frozen pellets were resuspended in 50 mM ammonium bicarbonate with 6 M guanidine hydrochloride, phosphatase inhibitor cocktails II/III and PUGNAc. Protein concentration was measured by BCA assay (Thermo Fisher Scientific). Each sample (1.5 mg) was reduced with 2.5 mM TCEP at 56 °C for 1 hour, alkylated with 5 mM iodoacetamide (45 minutes, room temperature, dark), diluted to 1 M guanidine and digested overnight at 37 °C with sequencing-grade trypsin (1:50 enzyme:substrate). Peptides were acidified with formic acid, desalted (C18 Sep-Pak) and dried by SpeedVac. Tryptic peptides were labeled with TMT-6plex reagents (Thermo Fisher Scientific) according to the manufacturer’s protocol: TMT126–131 for three young and three aged samples. Labeling efficiency was confirmed on a Q Exactive Plus Orbitrap. Labeled peptides were quenched with 5% hydroxylamine, pooled, desalted and dried. Peptides were separated using high-pH reverse-phase chromatography on a Gemini 5-μm C18 column (4.6 × 150 mm; Phenomenex). A 9–49% acetonitrile gradient in 20 mM ammonium formate (pH 10) was run over 20 ml at 550 μl min^−1^, collecting 60 fractions. Fractions were combined (two per sample) into 12 final samples and dried for downstream analysis.

### Mass spectrometry analysis

Tandem mass tag (TMT)-labeled peptides were analyzed on an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific) coupled to a NanoAcquity UPLC system (Waters). Peptides were separated on a 50-cm × 75-μm ID, 2-μm C18 EASY-Spray column using a linear gradient from 3.5% to 30% solvent B over 185 minutes. MS1 scans were acquired from 375 *m*/*z* to 1,500 *m*/*z* at 120,000 resolution (AGC target: 4.0 × 10^5^). Ions with charge states 2–7 were selected using a 1.0-*m*/*z* window, with dynamic exclusion (30 seconds) and MIPS filtering enabled. Higher-energy collisional dissociation MS2 spectra were acquired using stepped collision energies (30%/35%/40%) and detected in the Orbitrap at 30,000 resolution (AGC: 5.0 × 10^4^; maximum injection time: 100 ms). The scan cycle was set to 3 seconds. Peaklists were generated using Proteome Discoverer version 2.2 and searched against the SwissProt *Mus musculus* database (downloaded 6 September 2016, with decoy sequences) using Protein Prospector version 5.21.1. Searches assumed trypsin specificity with up to two missed cleavages. Fixed modifications included carbamidomethylation (Cys) and TMT-6plex labels (Lys and N termini); variable modifications included N-terminal acetylation, oxidation (Met), pyro-glutamate formation (Gln) and N-terminal Met loss (with or without acetylation). A maximum of two variable modifications per peptide was allowed. Identifications were filtered to a 1% false discovery rate at both peptide and protein levels.

### TMT mass spectrometry data analysis

Data were filtered to only include peptides unique to a single protein. Quantitation of TMT data was performed by calculating ratios of reporter ion peak intensities between conditions along with variance for each ratio and median normalized. Protein abundances were normalized by the median of ratio distributions. The age-dependent changes were determined using a normalized median log_2_ Aged/Young ratio of at least 1.0, corresponding to a 2.0 fold change with age and a −log_10_ *P* value greater than 1.3.

### RT–qPCR

To quantify mRNA expression levels, equal amounts of cDNA were synthesized using a High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, 4368813) and then mixed with SYBR Fast mix (Kapa Biosystems) and primers. β-actin was amplified as an internal control. RT–qPCR was performed in the CFX384 Real Time System (Bio-Rad). Each sample and primer set was run in triplicate, and relative expression levels were calculated using the 2^−ΔΔ*C*t^ method.

### Western blot analysis

Western blotting was performed on both mouse hippocampal tissue and primary hippocampal neurons. For tissue studies, hippocampi were dissected, flash frozen and pulverized prior to lysis in RIPA buffer (Abcam, ab156034) with protease inhibitors (Sigma-Aldrich, cat. no. 4693116001). Lysates were mixed with 4× LDS sample buffer (Invitrogen, NP0008), resolved by SDS-PAGE (Invitrogen) and transferred to nitrocellulose membranes. Membranes were blocked in 5% milk in TBST and probed with the following primary antibodies: anti-GAPDH (Abcam, ab8245, 1:5,000), β-tubulin (Covance, MMS-435P, 1:1,000), NR2A (Sigma-Aldrich, 07-632, 1:1,000), synapsin (Abcam, ab18814, 1:1,000) and AMPA receptor (Abcam, ab109450, 1:3,000). HRP-conjugated donkey anti-mouse (Invitrogen, A15999, 1:2,000) and anti-rabbit (GE Healthcare, NA934V, 1:2,000) secondaries were used for detection with ECL reagents (GE Healthcare). Signals were imaged with a ChemiDoc system (Bio-Rad) and quantified in FIJI/ImageJ (version 2.0.0).

For cell-based experiments, primary neurons were cultured from E17 mouse embryos, treated as indicated, lysed under the same conditions and processed in parallel. Quantification was normalized to loading controls (GAPDH, β-tubulin or β-actin) and to the control group. Each tissue datapoint represents an individual animal; each cell culture datapoint represents a biological replicate. Statistical comparisons were made using two-tailed unpaired Student’s *t*-tests.

### Iron quantification

Iron imaging was performed using a modified protocol from Wu et al.^20^. Mouse brains were fixed in 4% paraformaldehyde (24 hours, 4 °C), cryoprotected in 30% sucrose (3 days) and sectioned coronally at 30-μm thickness using a cryostat. Slices were stored at −20 °C in cryoprotectant. For each group, three sections from six mice per cohort were stained with technical replicates. Sections were rinsed in TBS (3×, 5 minutes), blocked in 2% BSA and incubated overnight at 4 °C with anti-GFP antibody (Aves Labs, cat. no. GFP-1020, 1:250). After washing, samples were incubated with Alexa Fluor 488-conjugated donkey anti-chicken secondary antibody (Jackson ImmunoResearch, cat. no. 703-545-155, 1:250) for 2 hours at room temperature. Excess antibodies were removed with TBS washes. To detect Fe^2+^ and Fe^3+^ simultaneously, DNAzyme-based sensors were used. Active and inactive enzyme (E/iE) strands (2 μM) and substrate strands (2.2 μM) were annealed in Bis-Tris buffer (5 mM Bis-Tris (pH 6), 40 mM sodium acetate, 200 mM NaCl) by heating to 95 °C and cooling to room temperature. Fe(II)-H5 and Fe(III)-B12 sensors were combined 1:1 with Hoechst. Brain slices were rinsed in Bis-Tris-acetate buffer, incubated in the sensor mix for 30 minutes and then washed and treated with 0.5× TrueBlack Lipofuscin Quencher (Biotium, PSF006) in 70% ethanol for 30 seconds. Slides were mounted with Fluoromount-G (SouthernBiotech) and imaged using a Nikon spinning disk or Zeiss LSM 710 confocal microscope with a ×20 objective. Channels used included 405 nm (Hoechst), 488 nm (GFP), 546 nm (Fe^2+^) and 647 nm (Fe^3+^). *z* stacks (four steps, 5-μm intervals) covering the hippocampus were acquired via tiled scan. Images were analyzed in ImageJ; maximum intensity projections were used. Background correction was done by subtracting the average signal from inactive sensor (iErS) controls in the same region (CA1, CA2/CA3 or dentate gyrus).

### DNAzyme sequences

**Fe(II)-H5**

- aE:/5IAbRQ/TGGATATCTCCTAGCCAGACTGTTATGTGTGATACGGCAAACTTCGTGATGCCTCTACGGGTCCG
- iE:/5IAbRQ/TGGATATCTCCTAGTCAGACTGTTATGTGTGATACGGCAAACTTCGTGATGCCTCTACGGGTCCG-3′
- rS:/5IAbRQ/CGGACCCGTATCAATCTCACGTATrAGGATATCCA/3AlexF546N/

**Fe(III)-B12**

- E: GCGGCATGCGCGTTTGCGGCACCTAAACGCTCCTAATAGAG/3IAbRQSp/
- iE:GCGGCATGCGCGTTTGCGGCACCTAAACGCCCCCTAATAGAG/3IAbRQSp/
- rS:/5Alex647N/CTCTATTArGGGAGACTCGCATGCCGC/3IAbRQSp/

### Electrophysiology

Acute hippocampal slices were prepared from 16–18-week-old male mice, 1 month after stereotaxic injection of *Ftl1*-overexpressing (Ftl1 OE) or control virus. All procedures were approved by the IACUC of AfaSci (protocol no. 0223). Mice (28–42 g) were deeply anesthetized with halothane and decapitated. Brains were rapidly removed and placed in ice-cold, oxygenated artificial cerebrospinal fluid (ACSF; continuously bubbled with 95% O_2_/5% CO_2_). ACSF composition (in mM) was as follows: 130 NaCl, 2.5 KCl, 1.2 KH_2_PO_4_, 2.4 CaCl_2_, 1.3 MgSO_4_, 26 NaHCO_3_ and 10 glucose (pH 7.4). Transverse hippocampal slices (400 μm) were prepared using a tissue slicer (Stoelting) and recovered for ≥1 hour at room temperature in oxygenated ACSF prior to recording. Field excitatory postsynaptic potentials (fEPSPs) were recorded in submerged slices perfused with oxygenated ACSF (flow rate: 1.75 ml min^−1^; DynaMAX pump) at room temperature. Glass microelectrodes (1–3 MΩ, ACSF-filled) were positioned in the stratum radiatum of CA1 to record responses evoked by stimulation of Schaffer collaterals via a concentric bipolar electrode (FHC, Inc.), placed approximately 100 μm apart. Stimuli were 0.2-ms biphasic pulses (0.4-ms total duration) delivered every 10 seconds. Input/output (I–O) curves were generated using 23 increasing current steps (20-µA increments) from threshold (20–100 µA). Test pulse intensity was set to 30–50% of the maximal response. LTP was induced using two trains of 100-Hz stimulation (100 pulses, 1-second duration, 5 seconds apart). fEPSP slope was measured from the initial negative phase using Clampfit 10.4 (Molecular Devices). Data points represent the average of three consecutive sweeps. Paired-pulse ratio (PPR) was calculated using a 50-ms interpulse interval as the ratio of the second to the first EPSP. Traces were low-pass filtered with a Gaussian filter (−3-dB cutoff: 1,260 Hz). Representative LTP traces are averages of six consecutive responses (1 minute, unfiltered). Recordings were completed within 8 hours of dissection. Data were analyzed using Clampfit 10.4, Excel and StatView 5.0. LTP was expressed as percent of baseline; the final 5 minutes were averaged for group comparisons. Results are shown as mean ± s.e.m. Statistical significance was defined as *P* < 0.05.

### Open field

Mice were placed in the center of an open 40-cm × 40-cm square chamber (Kinder Scientific) with no cues or stimuli and allowed to move freely for 10 minutes. Infrared photobeam breaks were recorded and movement metrics were analyzed by Motor Monitor software (Kinder Scientific).

### NOR

The NOR task was performed following White et al.^54^. Mice were habituated to an empty arena for 10 minutes (day 1) and then allowed to explore two identical objects for 5 minutes (day 2). On day 3, one object was replaced with a novel one, and exploration time over 5 minutes was recorded using Smart Video Tracking Software (Panlab, Harvard Apparatus). To control for object and spatial bias, object identity and novel object location were counterbalanced across animals. Objects were selected to elicit exploration regardless of genotype or age. The preference index was calculated as follows: (Time_novel / (Time_novel + Time_familiar)) × 100, where 100% indicates full novel object preference. Mice failing to explore both objects during training were excluded.

### Y maze

Spatial recognition was evaluated in a Y maze as described previously. During training, mice explored the start and trained arms for 5 minutes, with the third (novel) arm blocked. Maze arms were alternated and cleaned between trials. After a 45-minute delay, mice were reintroduced and allowed to explore all three arms for 5 minutes. Entries and time in each arm were tracked (Smart Video Tracking Software). Percent arm entries were computed from the first minute of exploration. The discrimination index was calculated as follows: (Time_novel − Time_trained) / (Time_novel + Time_trained). Mice making fewer than three entries in the first minute were excluded.

### Radial arm water maze

Spatial learning and memory was tested using an eight-arm radial arm water maze (RAWM) protocol^55^. Mice were trained to locate a constant goal arm, with the start arm varied between trials. Each incorrect entry was scored as an error. On day 1, mice underwent 12 training trials (blocks 1–4; alternating visible/hidden platforms), followed by three hidden-platform trials after a 1-hour break (block 5). On day 2, animals completed 15 hidden-platform trials (blocks 6–10). Errors were averaged per three-trial block. Experimenters were blinded to treatment and genotype during scoring.

### Mice NADH treatment

NADH (300 mg kg^−1^; Roche, cat. no. 10128023001) as well as vehicle (sodium chloride solution, Sigma-Aldrich, cat. no. S8776) were administrated intraperitoneally with an injection volume of 200 µl per mouse. All animals were treated with vehicle or NADH once daily for 9 days and for 2 hours pretrial.

### Primary cell culture NADH treatment

NADH (200 uM; Roche, cat. no. 10128023001) as well as vehicle (sodium chloride solution, Sigma-Aldrich, cat. no. S8776) were administrated for five consecutive days starting DIV14 until DIV18 included.

### Data, statistical analyses and reproducibility

All experiments were randomized and blinded by an independent researcher. Researchers remained blinded throughout histological, biochemical and behavioral assessments. Groups were unblinded at the end of each experiment on statistical analysis. Data are expressed as mean ± s.e.m. The distribution of data in each set of experiments was tested for normality using the D’Agostino–Pearson omnibus test or the Shapiro–Wilk test. Statistical analysis was performed using GraphPad Prism version 8.0, version 9.0 or version 10 (GraphPad Software). Means between two groups were compared using two-tailed unpaired Student’s *t*-tests. Additional statistical details are indicated in the respective figure legends. All data generated or analyzed in this study are included in this article. The main experimental findings are representative of two independently performed experiments. All replication attempts were successful. RNA-seq and proteomics data were not replicated due to resource limitations but were orthogonally validated.

Experimental replication was not attempted for negative data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Tables 1–6.

Reporting Summary

## Source data

Source Data Figs. 1–3 Unprocessed western blots for Figs. 1–3.

Source Data Extended Data Figs. 1–6 Unprocessed western blots for Extended Data Figs. 1–6.

## Data Availability

All data needed to understand and assess the conclusions of this study are included in the text, figures and supplementary materials. TMT mass spectrometry raw data files are available in the MassIVE repository (ID MSV000093450). RNA-seq and single-nucleus RNA-seq data are available in the Gene Expression Omnibus repository (GSE249105 and GSE249504).

# Supplementary material for: Targeting iron-associated protein Ftl1 in the brain of old mice improves age-related cognitive impairment
**Source:** Nat Aging. 2025 Aug 19;5(10):1957–69. doi: 10.1038/s43587-025-00940-z
**Supplement:** Supplementary file 1 — Supplementary Tables 1–6.

# Targeting iron-associated protein Ftl1 in the brain of old mice improves age-related cognitive impairment

In the format provided by the  
authors and unedited

Supplementary Table 1.

| Gene     | BaseMean    | log2FoldChange | p-value    | p-adj      | Young1     | Young2     | Young3     | Old1        | Old2        |
|----------|-------------|----------------|------------|------------|------------|------------|------------|-------------|-------------|
| Igsf8    | 4275.548942 | 0.826408907    | 0.00015667 | 0.02304699 | 2894.43139 | 3586.72426 | 3315.41218 | 5546.46649  | 6034.710394 |
| Oaz1-ps  | 1668.060378 | 0.843554228    | 0.00053449 | 0.04807678 | 1115.87537 | 1392.06886 | 1289.42556 | 2361.10272  | 2181.829378 |
| Rn45s    | 391067.8357 | 0.859409192    | 0.00051939 | 0.04758538 | 323735.565 | 340113.275 | 221108.53  | 552135.321  | 518246.4872 |
| Krtbtd11 | 1027.943887 | 0.922683183    | 0.00023624 | 0.02952316 | 793.350057 | 737.913121 | 739.223326 | 1424.17288  | 1445.060047 |
| Unc5a    | 1875.780523 | 0.965881655    | 5.2318E-05 | 0.01136658 | 1436.32657 | 1407.97216 | 1229.96822 | 2441.15685  | 2863.478809 |
| Scap     | 1810.729618 | 0.970831954    | 0.00025331 | 0.03083878 | 1054.6889  | 1383.5871  | 1486.43346 | 2737.65363  | 2391.284999 |
| Maneal   | 809.5752048 | 1.016777223    | 0.00015914 | 0.02316824 | 552.752393 | 601.144741 | 568.838117 | 1107.90965  | 1217.231127 |
| Trim28   | 872.0390233 | 1.112568301    | 0.00013633 | 0.02092719 | 582.827101 | 635.071781 | 567.950695 | 1489.40217  | 1084.943367 |
| Nlgn2    | 868.8714686 | 1.126846639    | 0.00028001 | 0.03295208 | 529.937097 | 504.66472  | 733.898788 | 1393.53488  | 1182.321857 |
| Ftl1     | 2854.10927  | 1.151390478    | 4.3494E-07 | 0.00040948 | 1685.22071 | 1925.35952 | 2141.3516  | 4246.82226  | 4271.792257 |
| Gdf1     | 930.7476912 | 1.173767568    | 0.00048037 | 0.04666658 | 463.565328 | 657.336401 | 737.44848  | 1145.46591  | 1649.922343 |
| Aldh4a1  | 473.0271657 | 1.230537962    | 0.00019245 | 0.02586324 | 340.155319 | 260.81412  | 321.247112 | 712.580602  | 730.3386761 |
| Lars2    | 1771.337406 | 1.230948829    | 9.4898E-08 | 0.00010579 | 1092.02302 | 1234.09608 | 1127.02716 | 2814.74279  | 2588.797974 |
| Sic6a17  | 1435.465863 | 1.277310087    | 0.00015679 | 808.905941 | 825.911381 | 1108.39128 | 2277.09529 | 2157.025423 |             |
| Rplp1    | 324.5080679 | 1.345452231    | 0.00048695 | 0.04666658 | 168.003542 | 224.76664  | 209.431819 | 569.273824  | 451.0645157 |
| Rps19    | 323.2975932 | 1.422103547    | 0.00020338 | 0.02659433 | 214.671192 | 172.81586  | 192.570782 | 589.040276  | 447.3898557 |
| Erc2     | 437.2989165 | 1.444085318    | 0.00023086 | 0.02910934 | 302.821198 | 180.2374   | 293.737    | 788.681443  | 621.017541  |
| Pcdhb9   | 401.733184  | 1.543126483    | 0.00020025 | 0.02642929 | 246.820018 | 150.55124  | 284.86277  | 741.241958  | 585.1896059 |
| Gsg1l    | 563.1653249 | 1.58785498     | 3.25E-05   | 0.00871014 | 332.895906 | 284.13896  | 320.359689 | 648.339632  | 1230.092437 |
| Klhd8b   | 199.3622268 | 1.65068954     | 0.00029364 | 0.0339904  | 118.224714 | 109.20266  | 94.9542567 | 288.590202  | 385.8393006 |
| H6pd     | 286.4870108 | 1.709237161    | 0.00032814 | 0.03517001 | 194.967073 | 91.1789201 | 164.173248 | 561.367243  | 420.7485706 |
| Abca7    | 253.3722411 | 1.80909926     | 0.00028317 | 0.0330492  | 96.4464776 | 142.06948  | 141.100251 | 596.946857  | 290.2981404 |
| Dend3    | 216.8142628 | 1.886655261    | 0.00030494 | 0.03445065 | 135.854716 | 61.4927601 | 115.364985 | 451.663433  | 319.6954205 |
| Efcf1    | 218.8719926 | 1.967890165    | 0.00029679 | 0.03407519 | 159.70707  | 76.3358401 | 67.444145  | 441.780207  | 349.0927005 |
| Zfp658   | 142.2396853 | 2.07850049     | 0.00021731 | 0.02789915 | 81.927653  | 47.7099    | 56.7950695 | 211.501039  | 131.2647655 |
| Eya2     | 52.39590323 | 4.683212453    | 0.00015163 | 0.02278055 | 7.25941229 | 0          | 7.09938368 | 202.606135  | 45.01458507 |
| Nynrin   | 21.86999631 | 5.334983375    | 0.00046655 | 0.0447248  | 0          | 2.12044    | 1.77484592 | 49.4161305  | 56.03856509 |
| Srxp2    | 35.90459036 | 6.083608302    | 0.000366   | 0.03803503 | 2.0741178  | 0          | 1.77484592 | 2.96496783  | 172.7090203 |

**Supplementary Table 1.** RNA-seq analysis of neuronal nuclei from the hippocampus of young (3 months) and aged (18 months) mice. Differentially expressed genes in aged hippocampal neurons relative to young after filter application for  $\text{BaseMean} \geq 10$ ;  $p\text{-adj.} \leq 0.05$ ;  $\text{Log}_2\text{FC} \geq 0.5$  for the increased (top panel) and  $\leq 0.5$  for the decreased (bottom panel) genes.

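At a mean normalized count of at least 10, an adjusted p of 0.05 or less and an absolute log2 fold change of at least 0.5, the authors' deposited table holds 37 genes higher and 122 lower with age, 159 in all. All 159 had the same sign of log2 fold change in limma, 153 had an unadjusted limma p of 0.05 or less, and 0 had an adjusted limma p of 0.05 or less. In 53 of them at least 1 library had a count of 0, and in 43 every library of 1 group did. Above 0 in every library were 25 of the higher and 81 of the lower genes. Across all genes tested, the authors' log2 fold changes and those of limma had a Spearman rho of 0.925.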

Supplementary Table 2.

| Protein Name                                                          | Median FC Y1 | Median FC Y2 | Median FC Y3 | Median FC A1 | Median FC A2 | Median FC A3 | t Test      | -LOG10 P value | log2FoldChange |
|-----------------------------------------------------------------------|--------------|--------------|--------------|--------------|--------------|--------------|-------------|----------------|----------------|
| Hyaluronan and proteoglycan link protein 2                            | 0.040026949  | -0.055103997 | 0.019141285  | 2.095103693  | 2.050422915  | 1.784373108  | 4.06189E-05 | 4.391272234    | 1.976633238    |
| Ig mu chain C region                                                  | -0.02048959  | -0.12728621  | 0.118563058  | 1.483040305  | 2.127912478  | 1.207321232  | 0.004588454 | 2.338333623    | 1.606091338    |
| Ig kappa chain C region                                               | 0.064625616  | -0.117662129 | 0.039648154  | 1.154591165  | 1.637825352  | 0.925648391  | 0.004628442 | 2.334565182    | 1.239354969    |
| Cytochrome b-245 heavy chain                                          | -0.189634762 | -0.324395645 | 0.405490821  | 1.178513771  | 1.099652852  | 0.931058342  | 0.009379078 | 2.027839832    | 1.069741655    |
| Immunoglobulin J chain                                                | 0.006557875  | 0.088561283  | -0.1064121   | 0.838247092  | 1.383754191  | 0.87141509   | 0.005049978 | 2.296710509    | 1.031138791    |
| Ferritin light chain 1                                                | -0.303875595 | 0.172981848  | 0.095913195  | 0.938493516  | 0.926142922  | 1.086813747  | 0.003134746 | 2.503797605    | 0.983816728    |
| Serine protease HTRA1                                                 | 0.061694631  | -0.057349906 | 0.022282296  | 0.95496598   | 0.966300856  | 0.759499607  | 0.000306607 | 3.513418271    | 0.893588814    |
| Complement C4-B                                                       | 0.138406523  | -0.299632743 | 0.083043635  | 0.785169826  | 0.898897525  | 0.754019836  | 0.004391361 | 2.357400836    | 0.812695729    |
| Interferon-induced protein with tetratricopeptide repeats 3           | -0.025624769 | 0.011498478  | 0.04517932   | 0.835481102  | 0.69017365   | 0.713276329  | 0.000119188 | 3.923765704    | 0.74631036     |
| Myeloid differentiation primary response protein MyD88                | 0.011336323  | 0.010233592  | -0.05589937  | 0.724136102  | 0.722532238  | 0.763407385  | 8.6015E-06  | 5.065425892    | 0.736691909    |
| Lymphocyte-specific protein 1                                         | -0.050996238 | 0.077380287  | -0.03712809  | 0.817661887  | 0.670597326  | 0.680671998  | 0.000312665 | 3.504920315    | 0.722977707    |
| Beta-1,4-mannosyl-glycoprotein 4-beta-N-acetylglucosaminyltransferase | 0.293612505  | -0.232543795 | -0.11534493  | 0.594624448  | 0.762636198  | 0.653734254  | 0.014555917 | 1.836960421    | 0.670331633    |
| Exocyst complex component 3-like protein 4                            | -0.153778904 | 0.036781393  | 0.104164181  | 0.560647635  | 0.645397025  | 0.795206891  | 0.002890184 | 2.539074493    | 0.66708385     |
| Catenin alpha-3                                                       | -0.060160175 | 0.062964705  | -0.0054461   | 0.627265142  | 0.76589753   | 0.524241062  | 0.001234787 | 2.908407975    | 0.639134578    |
| Heat shock 70 kDa protein 1B                                          | -0.132436275 | 0.258751907  | -0.16607003  | 0.351156087  | 0.883971268  | 0.679623718  | 0.034391091 | 1.46355405     | 0.638250358    |
| Protein S100-A4                                                       | -0.032077864 | 0.000502607  | 0.026232808  | 0.562260418  | 0.605803155  | 0.689527428  | 0.000110552 | 3.95643284     | 0.619197       |
| Gap junction beta-6 protein                                           | -0.237301672 | 0.076165375  | 0.127563479  | 0.453147771  | 0.475521798  | 0.836966831  | 0.023706938 | 1.625124528    | 0.588545467    |
| Uncharacterized protein C19orf43 homolog                              | 0.058211757  | -0.002870427 | -0.05803789  | 0.654958921  | 0.683195008  | 0.419216428  | 0.002879114 | 2.540741099    | 0.585790119    |
| Ig gamma-2A chain C region secreted form                              | 0.206789345  | -0.194099226 | -0.03641487  | 0.634819013  | 0.587682475  | 0.514309453  | 0.008524583 | 2.069326873    | 0.57893698     |
| Laforin                                                               | -0.19927862  | 0.059922759  | 0.115421348  | 0.498010887  | 0.499253139  | 0.717719208  | 0.008807318 | 2.055156311    | 0.571691411    |
| GATS-like protein 3                                                   | -0.167291867 | 0.098202668  | 0.05528675   | 0.511045798  | 0.560454086  | 0.640583692  | 0.003141489 | 2.502864488    | 0.570694525    |
| Glutamate-rich protein 5                                              | 0.037670039  | -0.042541298 | 0.014496105  | 0.552603027  | 0.616603048  | 0.540124342  | 7.2533E-05  | 4.139464613    | 0.569776805    |
| Inter-alpha-trypsin inhibitor heavy chain H3                          | -0.130757972 | 0.034358991  | 0.087526439  | 0.596389383  | 0.561687486  | 0.543374226  | 0.001078385 | 2.967226056    | 0.567150365    |
| Zinc finger CCH-type antiviral protein 1                              | 0.002442031  | 0.013421541  | -0.01932444  | 0.563526059  | 0.593608312  | 0.538436784  | 6.96973E-06 | 5.156783812    | 0.565190385    |
| Inter-alpha-trypsin inhibitor heavy chain H1                          | 0.033346759  | -0.095070663 | 0.057124708  | 0.619291839  | 0.477636708  | 0.559502949  | 0.00090279  | 3.044413296    | 0.552143832    |
| Versican core protein                                                 | 0.045679461  | -0.04402252  | -0.01354116  | 0.595134552  | 0.550470724  | 0.502509922  | 0.000123212 | 3.909347923    | 0.549371733    |
| E3 ubiquitin-protein ligase RNF19A                                    | -0.074329929 | -0.085768409 | 0.147872364  | 0.575281252  | 0.571638768  | 0.464439344  | 0.003024556 | 2.519338374    | 0.537119788    |

| Protein Name                                          | Median FC Y1 | Median FC Y2 | Median FC Y3 | Median FC A1 | Median FC A2 | Median FC A3 | t Test     | -LOG10 P value | log2FoldChange |
|-------------------------------------------------------|--------------|--------------|--------------|--------------|--------------|--------------|------------|----------------|----------------|
| Apolipoprotein M                                      | 0.005862201  | -0.016845504 | 0.01083264   | -0.545907627 | -0.326923831 | -0.637098763 | 0.00552591 | 2.257596464    | -0.503310074   |
| MARCKS-related protein                                | -0.114189727 | 0.042553789  | 0.012510629  | -0.516453563 | -0.553337613 | -0.475663443 | 0.00072976 | 3.136822394    | -0.51515154    |
| Keratin, type II cytoskeletal 2 oral                  | 0.216407675  | -0.252328107 | -0.086222366 | -0.439590874 | -0.673548255 | -0.436202886 | 0.03959315 | 1.402379895    | -0.516447339   |
| Ubiquitin carboxyl-terminal hydrolase 43              | -0.115465199 | 0.060148632  | 0.048713594  | -0.548130553 | -0.442223184 | -0.568419126 | 0.00168407 | 2.773639124    | -0.519590954   |
| Protein FAM98A                                        | 0.064667274  | 0.098503268  | -0.178707485 | -0.402271024 | -0.64114735  | -0.592548868 | 0.00897723 | 2.04685772     | -0.545322414   |
| Tumor necrosis factor receptor superfamily member 19L | 0.19836675   | -0.228545307 | -0.001289942 | -0.539903018 | -0.6060124   | -0.528274636 | 0.01209101 | 1.917537513    | -0.558063351   |
| Alpha-1-antitrypsin 1-5                               | -0.052834628 | 0.057355648  | -0.006647441 | -0.524963954 | -0.761466924 | -0.440459748 | 0.00474554 | 2.323714524    | -0.575630209   |
| Insulin-degrading enzyme                              | -0.129703575 | 0.045431413  | 0.08872509   | -0.576799721 | -0.478510229 | -0.702664911 | 0.00322482 | 2.491494477    | -0.58599162    |
| Mitogen-activated protein kinase 11                   | -0.146080677 | 0.034054338  | 0.100859734  | -0.503540375 | -0.72883001  | -0.55259082  | 0.00418496 | 2.378308593    | -0.594987069   |
| Ras-related protein R-Ras2                            | 0.093393625  | -0.074106087 | -0.035512208 | -0.502478116 | -0.623335609 | -0.668191571 | 0.00111468 | 2.952849199    | -0.598001766   |
| Tetratricopeptide repeat protein 33                   | 0.043830003  | 0.124033114  | -0.185447885 | -0.528103386 | -0.643093471 | -0.654906487 | 0.00398144 | 2.399959325    | -0.608701114   |
| Ryanodine receptor 1                                  | -0.013224915 | 0.122938818  | -0.073506487 | -0.367769126 | -1.033111019 | -0.487407095 | 0.03940496 | 1.404449101    | -0.62942908    |
| Serine/threonine-protein kinase PLK4                  | 0.007022932  | 0.187691541  | -0.224013337 | -0.435935209 | -0.960393307 | -0.536144446 | 0.03383754 | 1.470601231    | -0.644157654   |
| Plasma alpha-L-fucosidase                             | 0.143217106  | 0.18234527   | -0.394206149 | -0.743400653 | -0.446488987 | -0.769023092 | 0.04155268 | 1.381401003    | -0.652970911   |
| High mobility group protein B1                        | -0.013209735 | 0.152152937  | -0.15539263  | -0.445708713 | -0.498593635 | -1.057530675 | 0.0369747  | 1.43209537     | -0.667277674   |
| Phospholipid phosphatase 4                            | -0.079756344 | 0.052323615  | -0.053160806 | -0.71837358  | -0.72900112  | -0.711564392 | 6.9515E-05 | 4.157920344    | -0.719646364   |
| GPI ethanolamine phosphate transferase 1              | 0.03232525   | 0.056566568  | -0.093335379 | -0.470758185 | -0.716862244 | -1.044308532 | 0.01260187 | 1.899564935    | -0.74397632    |
| Prominin-1                                            | 0.122397266  | -0.087487502 | -0.01087787  | -0.793235709 | -0.732374134 | -0.719641322 | 0.000319   | 3.496205682    | -0.748417055   |
| Uncharacterized protein KIAA2013                      | 0.220179358  | 0.159001998  | -0.476724916 | -1.058740957 | -1.179520862 | -1.2108707   | 0.00799222 | 2.097332498    | -1.14971084    |

**Supplementary Table 2.** Proteomics analysis of hippocampal and cortical synaptosomes from young (3 months) and aged (18-20 months) mice. Differentially expressed proteins in the aged relative to young synaptosomes after filtering for p-nominal  $\leq 0.05$ ;  $\text{Log}_2\text{FC} \geq 0.5$  for the increased (top panel) and  $\leq 0.5$  for the decreased (bottom panel) proteins.

Supplementary Table 3.

| ID    | Y maze         |         |                   |         | Novel Object   |         | Watermaze       |         |         |         | Average |
|-------|----------------|---------|-------------------|---------|----------------|---------|-----------------|---------|---------|---------|---------|
|       | % Time - Novel | Z score | % Entries - Novel | Z score | % Time - Novel | Z score | Block 10 Errors | Z Score | Block 5 | Z score | Z-cores |
| Young | 39.1           | -0.0494 | 41.30             | 0.1501  | 52.05          | -0.6653 | 0.00            | 1.2561  | 1.67    | 0.5833  | 0.2549  |
| Young | 28.8           | -0.8536 | 23.53             | -2.0738 | 87.34          | 1.5244  | 2.67            | -1.0029 | 3.33    | -0.5914 | -0.5995 |
| Young | 44.4           | 0.3718  | 36.36             | -0.4680 | 51.83          | -0.6789 | 1.00            | 0.4089  | 1.67    | 0.5833  | 0.0434  |
| Young | 43.3           | 0.2798  | 40.54             | 0.0546  | 57.61          | -0.3202 | 0.67            | 0.6913  | 2.33    | 0.1134  | 0.1638  |
| Young | 53.4           | 1.0729  | 44.44             | 0.5430  | 40.68          | -1.3707 | 1.00            | 0.4089  | 0.67    | 1.2882  | 0.3885  |
| Young | 21.2           | -1.4495 | 27.27             | -1.6055 | 86.41          | 1.4665  | 0.33            | 0.9737  | 3.33    | -0.5914 | -0.2413 |
| Young | 50.2           | 0.8208  | 41.67             | 0.1955  | 65.27          | 0.1550  | 1.00            | 0.4089  | 2.00    | 0.3484  | 0.3857  |
| Young | 65.6           | 2.0271  | 50.00             | 1.2381  | 66.67          | 0.2416  | 2.67            | -1.0029 | 2.33    | 0.1134  | 0.5235  |
| Young | 39.1           | -0.0443 | 46.67             | 0.8210  | 42.87          | -1.2349 | 0.67            | 0.6913  | 1.67    | 0.5833  | 0.1633  |
| Young | 60.2           | 1.6035  | 55.56             | 1.9332  | 56.86          | -0.3671 | 0.33            | 0.9737  | 0.67    | 1.2882  | 1.0863  |
| Young | 35.6           | -0.3236 | 30.77             | -1.1680 | 37.13          | -1.5908 | 0.33            | 0.9737  | 2.67    | -0.1215 | -0.4460 |
| Young | 42.6           | 0.2294  | 40.74             | 0.0796  | 88.78          | 1.6134  | 0.67            | 0.6913  | 1.67    | 0.5833  | 0.6394  |
| Young | 47.7           | 0.6272  | 46.67             | 0.8210  | 58.50          | -0.2653 | 0.67            | 0.6913  | 1.33    | 0.8183  | 0.5385  |
| Young | 48.5           | 0.6883  | 48.15             | 1.0064  | 60.83          | -0.1205 | 0.00            | 1.2561  | 1.67    | 0.5833  | 0.6827  |
| Young | 38.5           | -0.0949 | 38.46             | -0.2056 | 66.36          | 0.2227  | 0.33            | 0.9737  | 0.67    | 1.2882  | 0.4368  |
| Aged  | 44.8           | 0.3984  | 39.29             | -0.1024 | 89.23          | 1.6416  | 2.67            | -1.0029 | 6.00    | -2.4710 | -0.3073 |
| Aged  | 34.1           | -0.4348 | 37.50             | -0.3259 | 55.41          | -0.4571 | 0.67            | 0.6913  | 4.33    | -1.2963 | -0.3645 |
| Aged  | 34.5           | -0.4085 | 41.67             | 0.1955  | 44.28          | -1.1475 | 2.67            | -1.0029 | 5.67    | -2.2361 | -0.9199 |
| Aged  | 37.1           | -0.2039 | 46.67             | 0.8210  | 54.79          | -0.4953 | 2.00            | -0.4382 | 2.33    | 0.1134  | -0.0406 |
| Aged  | 45.0           | 0.4177  | 46.43             | 0.7913  | 71.94          | 0.5688  | 2.67            | -1.0029 | 1.67    | 0.5833  | 0.2716  |
| Aged  | 49.7           | 0.7828  | 41.67             | 0.1955  | 68.84          | 0.3765  | 4.00            | -2.1324 | 4.33    | -1.2963 | -0.4148 |
| Aged  | 25.4           | -1.1240 | 29.03             | -1.3853 | 70.08          | 0.4532  | 1.00            | 0.4089  | 1.67    | 0.5833  | -0.2128 |
| Aged  | 16.9           | -1.7841 | 35.29             | -0.6019 | 46.77          | -0.9926 | 2.67            | -1.0029 | 3.67    | -0.8264 | -1.0416 |
| Aged  | 43.7           | 0.3163  | 44.44             | 0.5430  | 69.08          | 0.3916  | 3.00            | -1.2853 | 1.67    | 0.5833  | 0.1098  |
| Aged  | 39.4           | -0.0202 | 34.78             | -0.6659 | 62.34          | -0.0270 | 2.67            | -1.0029 | 4.33    | -1.2963 | -0.6024 |
| Aged  | 11.5           | -2.2118 | 33.33             | -0.8472 | 54.46          | -0.5160 | 1.67            | -0.1558 | 3.33    | -0.5914 | -0.8644 |
| Aged  | 15.0           | -1.9347 | 25.00             | -1.8898 | 43.06          | -1.2230 | 3.67            | -1.8500 | 3.00    | -0.3565 | -1.4508 |
| Aged  | 46.2           | 0.5125  | 42.86             | 0.3444  | 100.00         | 2.3098  | 1.00            | 0.4089  | 1.00    | 1.0532  | 0.9258  |
| Aged  | 49.8           | 0.7889  | 52.94             | 1.6061  | 70.94          | 0.5070  | 0.33            | 0.9737  | 1.67    | 0.5833  | 0.8918  |

**Supplementary Table 3.** Age-related changes in hippocampal FTL1 protein levels and cognitive performance. Young and aged mice were cognitively tested for hippocampus-dependent learning and memory by Y maze, Novel Object Recognition (NOR) and Radial Arm Water Maze (RAWM). The percent interaction time with the novel object, percent interaction time with the novel arm, and the number of errors committed in finding a hidden platform was quantified for each animal. A z-score was calculated for each behavioral test, and the average z-score across behavioral tests was used as a readout for overall cognitive performance. N=15 young and N=14 aged mice.

Supplementary Table 4.

| Gene       | baseMean    | log2FoldChange | pvalue     | padj       | Control1   | Control2   | Control3    | Control4   | Control5   | OE1        | OE2        | OE3        | OE4        | OE5        | OE6        | OE7        |
|------------|-------------|----------------|------------|------------|------------|------------|-------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|
| Dtx4       | 495.5201059 | 0.680976344    | 0.00025546 | 0.03875737 | 424.274899 | 279.050906 | 413.938458  | 373.240334 | 340.925679 | 734.019383 | 592.917335 | 490.456216 | 519.993252 | 585.372907 | 550.067873 | 641.98403  |
| Bace1      | 1361.301128 | 0.756164827    | 1.42E-05   | 0.01167381 | 979.689313 | 741.267385 | 1112.507473 | 941.214756 | 1079.59798 | 2059.84741 | 1263.53553 | 1566.78228 | 1708.17345 | 1842.1057  | 1487.35951 | 1556.55279 |
| Kansl3     | 824.6632287 | 0.778472252    | 0.00010721 | 0.02884962 | 783.531047 | 647.84065  | 527.178553  | 407.048335 | 452.698019 | 1046.70634 | 1252.77695 | 856.962213 | 943.529072 | 930.147628 | 822.475291 | 1095.03866 |
| Ferf2      | 392.2310389 | 0.792630386    | 3.37E-05   | 0.01691645 | 250.156899 | 280.280205 | 309.879991  | 221.780488 | 310.775789 | 550.293713 | 539.124431 | 458.888391 | 519.993252 | 434.895691 | 473.523639 | 357.179987 |
| Susd6      | 1385.795617 | 0.809856845    | 6.74E-06   | 0.01167381 | 1038.09599 | 1100.22274 | 1024.51681  | 952.033316 | 699.245525 | 1848.73955 | 1701.05114 | 1642.29687 | 1359.17292 | 1974.39337 | 1961.63359 | 1328.14558 |
| 4930402H24 | 836.3967156 | 0.84966725     | 0.00034902 | 0.04266775 | 678.839839 | 583.917095 | 642.714056  | 355.660173 | 586.763243 | 1354.97681 | 845.146282 | 915.46694  | 883.023955 | 701.95141  | 1167.67477 | 1320.62601 |
| Efr3b      | 882.2405505 | 0.95353195     | 2.87E-05   | 0.01691645 | 812.183378 | 556.872513 | 537.890454  | 377.297294 | 564.730631 | 1570.50116 | 1028.04215 | 992.461637 | 798.842922 | 1119.48435 | 1127.90179 | 1100.67833 |
| Ppp1r15b   | 680.935858  | 0.98531347     | 0.00027052 | 0.03875737 | 670.023737 | 518.76424  | 414.703593  | 260.99777  | 303.818122 | 841.781554 | 612.0437   | 933.945668 | 982.988391 | 708.565793 | 1159.42    | 764.177183 |
| Ralgds     | 1533.270702 | 1.062018798    | 0.00011019 | 0.02884962 | 1785.26061 | 829.776924 | 883.731827  | 590.963862 | 599.518966 | 1632.33191 | 2313.09484 | 1903.3089  | 2214.13653 | 2030.61562 | 2052.43606 | 1564.07236 |
| Pcdhga3    | 228.783055  | 1.364189325    | 1.50E-05   | 0.01167381 | 191.750214 | 103.261128 | 64.2714056  | 123.061125 | 114.801504 | 111.803661 | 328.734409 | 391.133058 | 347.246759 | 334.853146 | 259.650046 | 174.830204 |

| Gene          | baseMean    | log2FoldChange | pvalue     | padj       | Control1   | Control2   | Control3   | Control4   | Control5   | OE1        | OE2        | OE3        | OE4        | OE5        | OE6        | OE7        |
|---------------|-------------|----------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|------------|
| Snrpe         | 474.909703  | -0.544259667   | 0.00054758 | 0.04824349 | 533.374159 | 506.471248 | 518.76206  | 682.921626 | 666.776413 | 442.531541 | 412.412259 | 383.433588 | 398.106133 | 381.153828 | 389.475069 | 383.498513 |
| Pdpdfr        | 847.264622  | -0.650950216   | 0.00039727 | 0.04587923 | 919.078613 | 894.929779 | 1117.86338 | 1126.4826  | 1316.15866 | 875.346821 | 684.962969 | 580.540011 | 745.352891 | 750.732486 | 571.080015 | 584.647242 |
| Ndufb3        | 1257.52701  | -0.651146208   | 0.00045553 | 0.04706886 | 1430.41252 | 1252.65583 | 1312.20786 | 2223.21416 | 1761.44941 | 967.002216 | 878.617421 | 977.062698 | 1115.39868 | 1166.61183 | 1007.08197 | 898.589652 |
| Mrlp27        | 1147.03649  | -0.693084901   | 0.00048764 | 0.04706886 | 1228.74419 | 1346.08257 | 1161.47612 | 1955.45479 | 1684.951   | 749.918719 | 1232.45519 | 782.661166 | 968.081873 | 945.856788 | 839.735265 | 869.128585 |
| H2afv         | 824.288952  | -0.710471614   | 0.00055841 | 0.04853616 | 1083.27851 | 760.936172 | 873.785062 | 1240.07479 | 1374.13922 | 695.154337 | 496.091019 | 667.544018 | 740.091577 | 551.474194 | 781.951874 | 626.94872  |
| BC002163      | 2242.70164  | -0.738823276   | 0.00010531 | 0.02884962 | 2854.21296 | 2152.50281 | 2640.48358 | 3925.78511 | 3062.53805 | 1445.07306 | 1796.68297 | 1479.06812 | 2183.57323 | 1615.68367 | 1637.38826 |            |
| Atpf11        | 2689.26999  | -0.768203747   | 0.000116   | 0.02884962 | 2782.58213 | 2665.12055 | 3189.08594 | 4627.63922 | 4447.10877 | 1862.8723  | 2570.10538 | 1623.81815 | 2337.77742 | 2011.59927 | 1898.59716 | 2254.93366 |
| Cox17         | 386.714751  | -0.77239913    | 0.00051852 | 0.04706886 | 414.356785 | 435.171898 | 470.558505 | 722.138907 | 507.909685 | 327.702997 | 372.96413  | 217.125044 | 278.84967  | 333.19955  | 270.156118 | 290.443726 |
| Rps27a        | 1313.56964  | -0.787976258   | 0.00010054 | 0.02884962 | 1464.57491 | 1268.63752 | 1575.41457 | 2609.9777  | 1786.96079 | 898.31253  | 1075.85807 | 1070.22628 | 1174.15003 | 1077.31765 | 859.96974  | 901.409494 |
| Gng3          | 1915.79172  | -0.81939973    | 0.00049638 | 0.04706886 | 2029.90744 | 1969.33723 | 1885.29456 | 3392.97101 | 3542.61207 | 1020.20745 | 1502.6151  | 1358.18644 | 1802.87711 | 1852.0278  | 1210.44949 | 1423.08026 |
| Atp5h         | 4874.95858  | -0.831586229   | 0.00046124 | 0.04706886 | 5972.90897 | 3492.43887 | 5646.70207 | 9460.83108 | 8169.46057 | 3377.72577 | 4151.61674 | 3003.56311 | 4396.70517 | 4223.36872 | 3266.6372  | 3137.5442  |
| Rpl23a        | 910.594986  | -0.831620694   | 0.00050354 | 0.04706886 | 994.015478 | 806.082633 | 1071.95523 | 1793.17639 | 1296.44527 | 535.27762  | 992.180217 | 590.549322 | 826.93267  | 724.274953 | 620.608637 | 521.670771 |
| Cox6b1        | 5053.1755   | -0.850159248   | 0.00016603 | 0.03084596 | 5787.77083 | 4032.1012  | 6030.03509 | 9479.76356 | 8801.44865 | 3451.92268 | 4706.28134 | 3028.97136 | 4121.9562  | 4424.19552 | 3276.39336 | 3502.24377 |
| 1810058124Rik | 307.436985  | -0.855789894   | 4.57E-05   | 0.01894594 | 328.399792 | 374.93624  | 446.839296 | 486.835218 | 444.131071 | 724.789831 | 175.723484 | 203.265999 | 235.005382 | 260.441356 | 289.667393 | 200.208782 |
| Cox6a1        | 3829.73643  | -0.857681798   | 0.0004259  | 0.04607269 | 4368.37844 | 3161.7574  | 4157.74783 | 7697.86974 | 6271.17711 | 2252.40605 | 3457.09059 | 2484.61885 | 3393.54787 | 3546.96296 | 2389.38077 | 2505.89959 |
| Rps26         | 523.051765  | -0.858116148   | 9.77E-05   | 0.02884962 | 652.391533 | 496.638555 | 672.554352 | 979.07917  | 740.991526 | 309.153771 | 389.6997   | 328.767354 | 389.337275 | 467.140809 | 356.455988 | 494.412298 |
| Rps25         | 1593.89637  | -0.858212935   | 0.00023588 | 0.03875737 | 1661.83519 | 1443.1972  | 1746.80499 | 331.97324  | 2808.57821 | 933.644389 | 1367.53514 | 998.621213 | 1417.94227 | 1202.99093 | 1083.6262  | 1320.02458 |
| Cox7c         | 1540.01806  | -0.869622923   | 0.00012063 | 0.02884962 | 1736.77205 | 1443.1972  | 1853.15886 | 308.66316  | 2991.1182  | 1210.99949 | 1383.07532 | 796.125161 | 1198.70283 | 1179.80489 | 914.778631 | 1333.78527 |
| Chchd1        | 478.504856  | -0.876629251   | 0.00045137 | 0.04706886 | 444.111128 | 497.866154 | 560.079392 | 1080.50372 | 676.053302 | 431.048687 | 361.010151 | 290.270006 | 363.030702 | 317.49039  | 354.955121 | 365.639513 |
| Sfd2f1        | 1225.7255   | -0.886112486   | 0.00052874 | 0.04706886 | 1272.03646 | 1171.52209 | 1347.40411 | 241.18665  | 1167.52048 | 646.57303  | 1018.47897 | 947.804781 | 1703.30816 | 1322.04983 | 718.915446 | 611.905715 |
| Ndufc1        | 648.014413  | -0.888602797   | 9.73E-08   | 0.00031893 | 833.12162  | 781.834257 | 848.558185 | 858.723351 | 1060.26904 | 504.481209 | 448.274195 | 422.700873 | 500.701766 | 558.088577 | 531.307031 | 363.135563 |
| Atp5f1        | 2247.64871  | -0.889616342   | 0.00028834 | 0.03875737 | 2487.24272 | 1632.50927 | 2673.38462 | 4580.63505 | 4060.95826 | 1733.02771 | 2070.42908 | 1363.57607 | 1635.39193 | 1819.78216 | 1538.389   | 1448.45884 |
| Rpl34         | 456.69087   | -0.89569056    | 0.00034949 | 0.04266775 | 463.947357 | 442.547693 | 504.989416 | 874.951073 | 839.558474 | 370.984525 | 392.090496 | 273.331172 | 363.907588 | 349.735508 | 253.645577 | 350.600356 |
| Snrpc         | 360.7571174 | -0.902954986   | 0.00051948 | 0.04706886 | 493.701701 | 387.229231 | 508.050159 | 766.765469 | 320.052678 | 201.3916   | 291.677076 | 264.091809 | 249.035554 | 356.349891 | 234.135302 | 256.65622  |
| Coa3          | 2557.19462  | -0.905679724   | 0.000403   | 0.04592105 | 2605.15808 | 2126.68752 | 2749.898   | 5247.0018  | 4834.41889 | 1861.989   | 1801.46456 | 1777.03739 | 2320.79736 | 2424.1714  | 1689.22617 | 1336.4085  |
| Snrpg         | 458.739482  | -0.91681869    | 0.0005153  | 0.04706886 | 479.375535 | 478.197368 | 398.635748 | 327.22948  | 767.662583 | 355.968485 | 352.642366 | 388.730112 | 319.186415 | 339.813933 | 300.73464  | 387.258302 |
| Mrlp33        | 457.138265  | -0.921682475   | 0.00024983 | 0.03875737 | 881.862719 | 432.7133   | 447.072084 | 101.07348  | 521.825019 | 296.78762  | 417.19385  | 316.448202 | 330.585929 | 323.277976 | 285.915224 | 260.939373 |
| Cox5b         | 4726.7424   | -0.932120501   | 0.00029478 | 0.03875737 | 4865.38618 | 3558.82103 | 5413.33565 | 9571.72132 | 9307.09371 | 3027.94037 | 4321.36324 | 2900.39021 | 3924.94064 | 3977.72466 | 2988.22683 | 2864.01957 |
| Nufc4         | 1775.12557  | -0.93304092    | 0.00012766 | 0.02884962 | 2073.98795 | 1427.21631 | 1928.14217 | 3218.52172 | 3642.33863 | 1268.41376 | 1433.28202 | 1092.55474 | 1641.76855 | 1505.5662  | 1130.13502 | 1064.96031 |
| Tesc          | 1436.39049  | -0.943151509   | 0.00041832 | 0.04607269 | 1633.18286 | 1660.78315 | 1280.07216 | 3140.08716 | 2255.44369 | 804.683102 | 1318.52383 | 1222.67578 | 982.988391 | 1406.15672 | 827.728327 | 974.960503 |
| Ubl5          | 1032.05542  | -0.945171747   | 3.85E-05   | 0.01729545 | 1228.74419 | 929.350155 | 1257.11809 | 2239.442   | 1516.77139 | 693.387744 | 757.882238 | 709.891101 | 936.513986 | 848.294637 | 631.865142 | 635.404398 |
| Rpl28         | 1396.28588  | -0.946066418   | 8.12E-05   | 0.02670112 | 1710.32375 | 1300.5985  | 1462.39961 | 2869.63211 | 2366.96831 | 877.99671  | 1111.72    | 952.424395 | 1132.05951 | 1236.18382 | 718.165012 | 932.427756 |
| Cox8a         | 7647.64284  | -0.953234202   | 0.00028619 | 0.03875737 | 8499.82415 | 6086.26008 | 8133.39335 | 16116.9504 | 14240.0431 | 4866.08036 | 7186.73189 | 4071.47955 | 6248.68789 | 609.54899  | 4559.63492 | 4668.77184 |
| 2010107E04Rik | 1305.54958  | -0.957232032   | 8.27E-06   | 0.01167381 | 1438.12661 | 1234.21634 | 1605.75383 | 2480.15497 | 2294.80747 | 879.763303 | 1059.1225  | 747.618502 | 1050.50913 | 1056.64771 | 979.315926 | 790.495708 |
| Ndufb2        | 1339.2052   | -0.960318903   | 0.00052086 | 0.04706886 | 1538.40976 | 963.770319 | 1298.43542 | 2939.94370 | 2605.64626 | 881.529896 | 1124.86938 | 804.594578 | 1089.96899 | 901.37322  | 753.453594 | 798.485175 |
| Chchd10       | 3700.85371  | -0.961335475   | 0.00043262 | 0.04621429 | 4951.34317 | 2390.98684 | 4854.0214  | 7651.42685 | 5987.07238 | 1928.23624 | 2758.97824 | 2091.9459  | 3637.32211 | 3545.30936 | 2146.24027 | 2467.36175 |
| Mt3           | 3893.69552  | -0.970988183   | 3.33E-05   | 0.01691645 | 4430.09115 | 3213.38797 | 4703.28965 | 6952.27388 | 7958.41124 | 2334.55262 | 2821.13893 | 2453.05103 | 3402.31673 | 3398.13933 | 2766.09847 | 2291.5916  |
| Mif           | 3926.42095  | -0.970172216   | 0.00016484 | 0.03084596 | 4900.65059 | 3603.5985  | 3659.64438 | 6512.85279 | 7238.29281 | 1956.50172 | 3013.59799 | 2647.07766 | 3575.06322 | 3721.41731 | 2314.23853 | 2525.63    |

**Supplementary Table 4.** RNA-seq analysis of neuronal nuclei from the hippocampus of young (3 months) following viral-mediated Ftl1 overexpression. Differentially expressed genes in Ftl1 OE hippocampal neurons relative to control after filter application for BaseMean  $\geq 10$ ; p-adj.  $\leq 0.05$ ; Log<sub>2</sub>FC  $\geq 0$  for the increased (top panel) and  $\leq 0$  for the decreased (bottom panel) genes.

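The authors' deposited table holds 10 genes higher and 90 lower at these limits, 100 in all. With limma, all 100 had the same sign and an unadjusted p of 0.05 or less, and 0 had an adjusted p of 0.05 or less. In 33 of the 100, every library labelled Ftl1 OE lay on the same side of every control. For Ftl1 the authors' log2 fold change is −0.95 (adjusted p = 0.208 from the authors' DESeq2). The Spearman rho between both sets of log2 fold changes, over genes, was 0.848.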

Supplementary Table 5

**Supplementary Table 5.** RNA-seq analysis of neuronal nuclei from the hippocampus of aged (18 months) following viral-mediated knockdown of Ftl1 (Ftl1 KD). Differentially expressed genes in Ftl1 KD hippocampal neurons relative to control after filter application for BaseMean  $\geq 10$ ; p-adj.  $\leq 0.05$ ; Log<sub>2</sub>FC  $\geq 0$  for the increased (top panel) and  $\leq 0$  for the decreased (bottom panel) genes.

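In the authors' deposited table of the knockdown experiment, 133 genes are higher and 176 lower at the limits of Supplementary Table 5, 309 in all. All 309 had the same sign and an unadjusted p of 0.05 or less with limma, and 302 an adjusted p of 0.05 or less. Of the 309, 253 had groups that did not overlap. For Ftl1, the authors' log2 fold change from control to the libraries labelled Ftl1 KD is 1.49 (adjusted p = 3.1e-07 from the authors' DESeq2), which is a rise. Both sets of log2 fold changes had a Spearman rho of 0.988 over genes.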

Supplementary Table 6.

| Gene    |
|---------|
| Ftl1    |
| Ndufa10 |
| Atp5c1  |
| Psmc8   |
| Tmsb4x  |
| Akr1a1  |
| Rps6    |
| Cisd1   |
| Psmb1   |
| Prdx2   |
| Fdps    |
| Sdhb    |
| Rpl7    |
| Pcp4    |
| Atp5j   |
| Atp5o   |
| Rplp0   |
| Ppia    |
| Rps9    |
| Dynlrb1 |
| Atpif1  |
| Chchd2  |
| Cox4i1  |
| Psmb5   |
| Rps2    |
| Stmn3   |
| Gng3    |
| Cox6b1  |
| Cfl1    |
| Rpl32   |
| Uba52   |
| Rps14   |

**Supplementary Table 6.** List of 32 shared genes across neuronal RNA-seq datasets from young mice overexpressing Ftl1 (Ftl1 OE), aged mice with hippocampal Ftl1 abrogation (Ftl1 KD), and single nucleus RNA-seq from aged Rosa26-fl-stop-fl-Cas9-eGFP transgenic mice with loss of neuronal Ftl1 (Ftl1 cKO). Down-regulated genes from Ftl1 OE RNA-seq analysis were compared to up-regulated genes from the Ftl1 KD and Ftl1 cKO RNA-seq analysis.

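Of the 32 genes listed, 31 have values in both deposited tables, and Psmc8 matched no gene there. All 31 were lower in the libraries labelled Ftl1 OE, with a median log2 fold change of −0.63 (from −0.90 to −0.34), and higher in those labelled Ftl1 KD, with a median of 0.79 (from 0.46 to 1.47). At an unadjusted limma p of 0.05 or less were 21 in OE, 27 in KD and 18 in both. Over all genes tested, 0 passed the adjusted threshold of limma in OE and 9 in KD. Adjusted over the list alone, 17 and 20 passed, which is not independent evidence because the study chose the list on these libraries. In the authors' deposited table, all 31 have an unadjusted p of 0.05 or less in both comparisons, 3 an adjusted p of 0.05 or less in OE, 6 in KD and 0 in both. Ftl1 is among the 31, with 7 OXPHOS, 8 ribosomal protein and 2 proteasome genes. With age, 27 of the 31 were higher, with a median of 0.29 (adjusted p = 6.3e-05 by camera and 0.591 by fry).

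**Figure D4:**
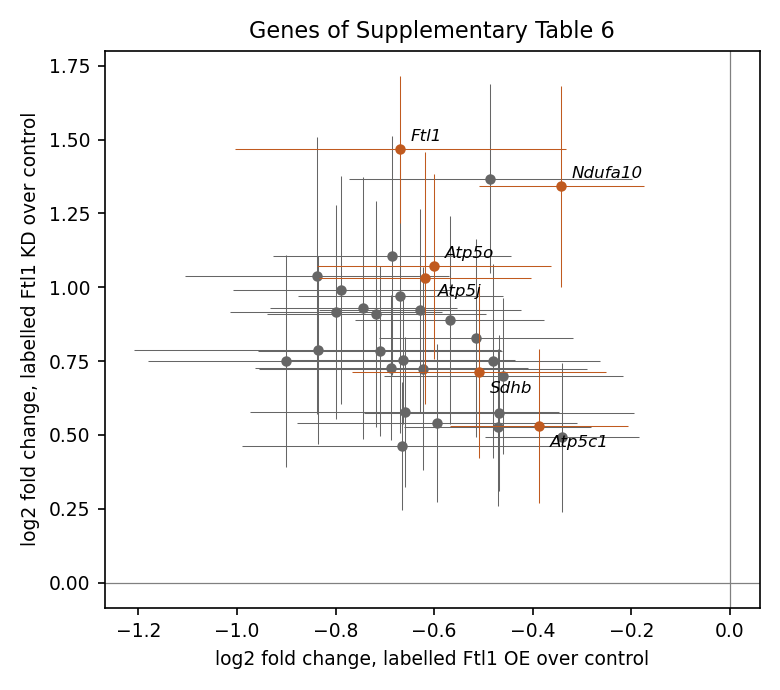
Log2 fold changes of the 31 matched genes of Supplementary Table 6 in the libraries labelled Ftl1 OE (horizontal axis) and Ftl1 KD (vertical axis), each over its controls. Error bars are standard errors, Ftl1 and the 5 genes of Fig. 4o are orange, and all 31 genes lie below 0 in OE and above 0 in KD.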

# Supplementary material for: Targeting iron-associated protein Ftl1 in the brain of old mice improves age-related cognitive impairment
**Source:** Nat Aging. 2025 Aug 19;5(10):1957–69. doi: 10.1038/s43587-025-00940-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina HiSeq 2500 (paired reads 2 × 100 bp); CFX384 Real Time System (Bio-Rad); Zeiss LSM800 confocal microscope; Zeiss LSM900 confocal microscope; ChemiDoc System (BioRad); Cytation 5 (BioTek); NovaSeq 6000 S2; BD FACSAria II, Smart Video Tracking Software (Panlab; Harvard Apparatus); 10x Chromium (10x Genomics); Orbitrap Fusion Lumos (Thermo Scientific) equipped with a NanoAcquity UPLC (Waters), FreezeScan video tracking system (Cleversys, Inc); Seahorse XFe24 Analyzer                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | Statistical analysis was performed with Prism 8.0 or 9.0 or 10 software (GraphPad Software). ImageJ software (Version 2.0.0); For bulk RNA-sequencing alignment of sequencing reads to the mouse mm10 transcriptome was performed using STAR v2.7.3a39 following ENCODE standard options, read counts were generated using RSEM v1.3.1, and differential expression analysis was performed in R v3.6.1 using the DESeq2 package v1.38.040 (detailed pipeline v2.0.1 and options available on <a href="https://github.com/emc2cube/Bioinformatics/">https://github.com/emc2cube/Bioinformatics/</a> ). For single nucleus RNA sequencing, fastq files were converted to count matrices using CellRanger 7.0.1 (10x Genomics). Data was further processed using Seurat v4 (Satija lab). For mass spectrometry data was analyzed using Proteome Discoverer 2.2 and Protein Prospector (v5.21.1) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data needed to understand and assess the conclusions of this study are included in the text, figures, and supplementary materials. All bulk RNA-sequencing data that support the findings of this study are available in GEO with the accession number GSE249105 and GSE249504. All proteomic data that support the findings of this study are available in MassIVE with dataset ID: MSV000093450.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

For immunohistochemistry: anti-MAP2 antibody 1:500 (Sigma-Aldrich, Cat# M1406, RRID:AB\_477171), anti-GFP antibody 1:500 (Aves labs, Cat# GFP-1020), turbo-GFP antibody 1:500 (Thermo Fisher, Cat# PA5-22688, RRID:AB\_2540616), AlexaFluor 555 Donkey anti-mouse 1:500 (Invitrogen Cat# A31570), AlexaFluor 488 Donkey anti-rabbit 1:500 (Invitrogen Cat# A21206)  
 For neuronal nuclei isolation: anti-NeuN-AlexaFluor488 antibody 1:250 (Millipore, Cat#MAB377X, RRID:AB\_2149209)  
 For Western blot analysis: anti-GAPDH 1:5000 (Abcam, Cat# ab8245), anti-B-tubulin 1:1000 (Covance, Cat#MMS-435P), anti-NR2A 1:1000 (Sigma Millipore, Cat# 07-632, ), anti-Synapsin 1:1000 (Abcam, ab18814, ), anti-AMPA (Abcam, Cat#ab109450, 1:3000), anti-Ftl1 1:1000 (Abcam Cat# ab69090), anti-mouse HRP-linked 1:5000 (Cell signaling Cat#7076S) and anti-rabbit HRP-linked 1:5000 (Cell signaling Cat#7074S).

## Validation

All antibodies are from commercially available sources and have been validated by the supplier. Manufacturer's website contains validation and publications supporting the antibodies use for each assay.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

American Type Culture Collection (ATCC)

## Authentication

Authentication was performed by ATCC prior to procurement.

## Mycoplasma contamination

All cell lines tested negative for mycoplasma.

Commonly misidentified lines  
(See [ICLAC](#) register)

*Name any commonly misidentified cell lines used in the study and provide a rationale for their use.*

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

The C57BL/6 mouse line was used for all experiments (The Jackson Laboratory and National Institutes of Aging). All studies were performed with either young (2.5-3 months), or aged (18-24 months) male mice.

## Wild animals

no wild animals were used in the study.

## Reporting on sex

findings are specific to male mice

## Field-collected samples

no field collected samples were used in the study.

## Ethics oversight

This study was approved by the University of California San Francisco Institutional Animal Care and Use Committee (IACUC)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                    |
|-----------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | no seeds were used in this study                                                                                                                                                                                                                                                                                   |
| Novel plant genotypes | no plants were used in this study                                                                                                                                                                                                                                                                                  |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i> |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Targeting iron-associated protein Ftl1 in the brain of old mice improves age-related cognitive impairment
**Source:** Nat Aging. 2025 Aug 19;5(10):1957–69. doi: 10.1038/s43587-025-00940-z

ED Figure 1a

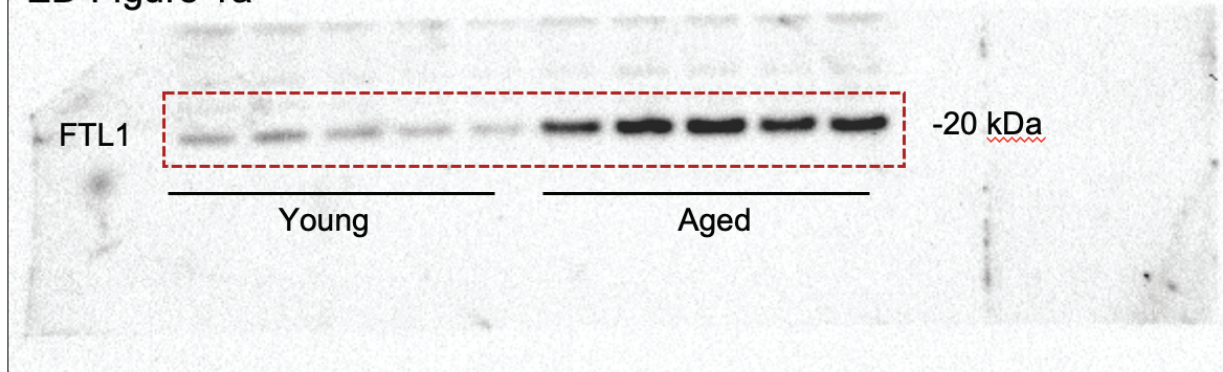

ED Figure 1a

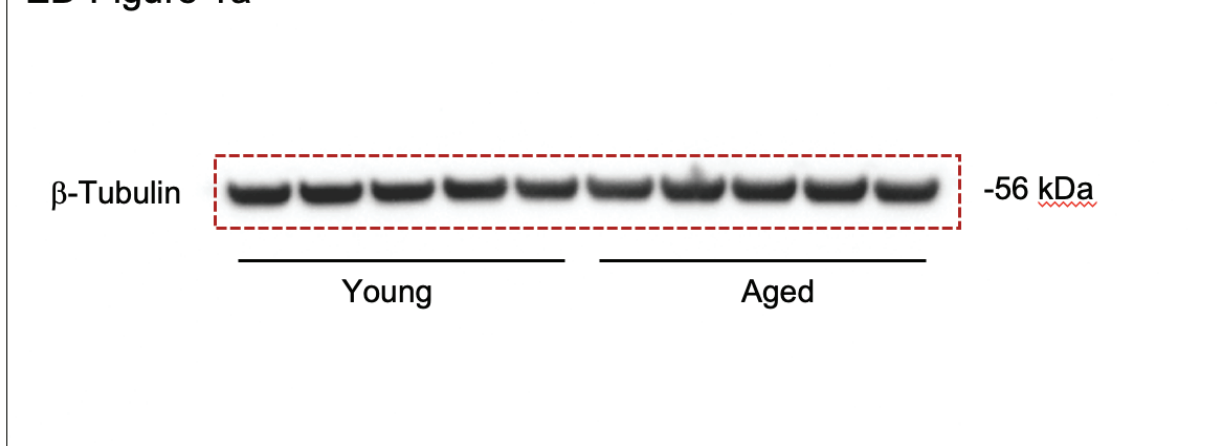

ED Figure 2b

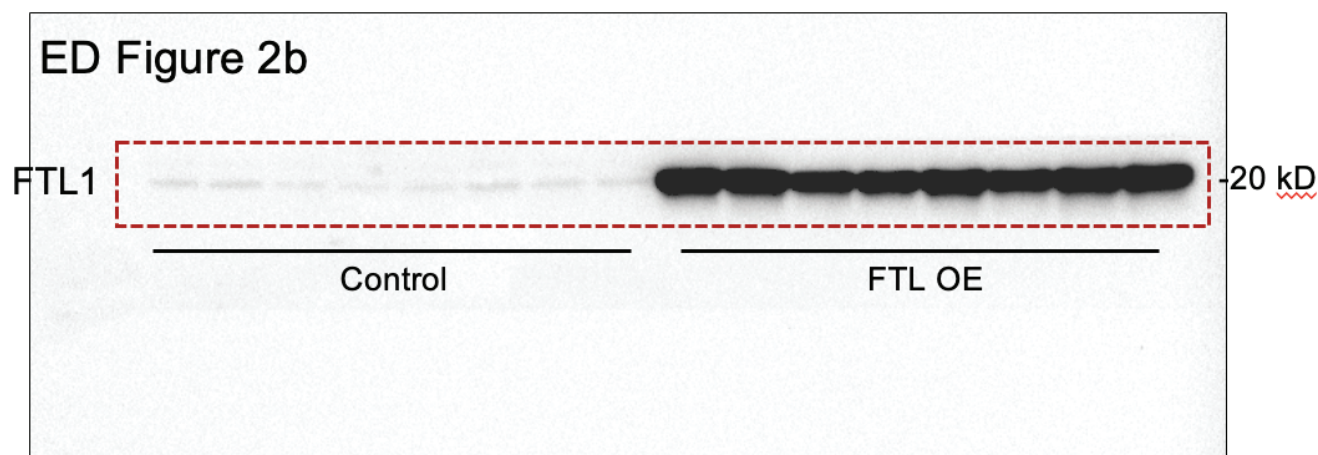

ED Figure 2b

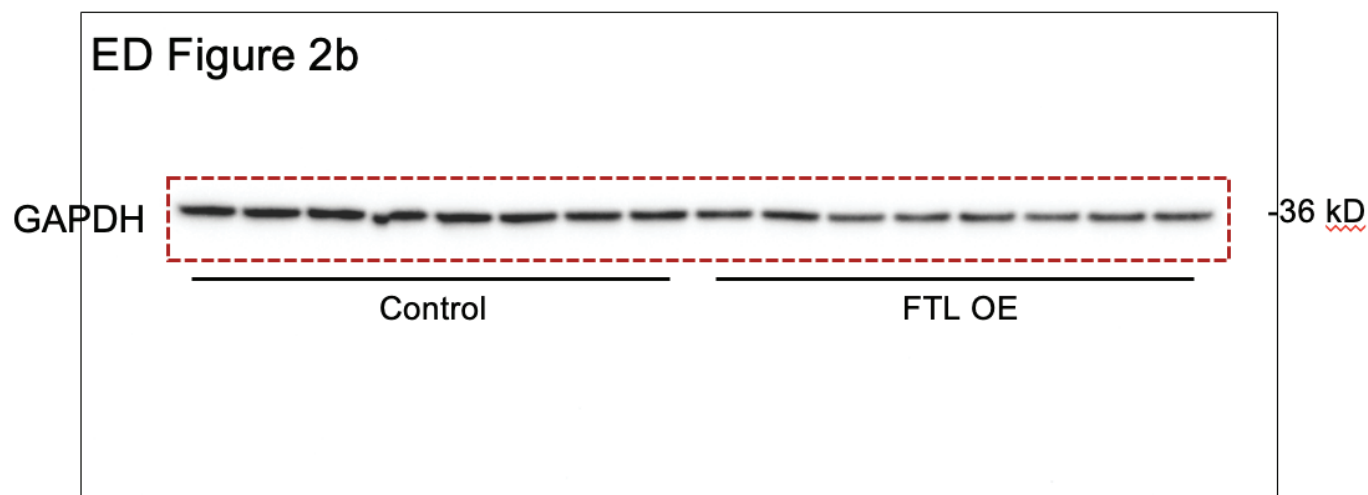

ED Figure 3c

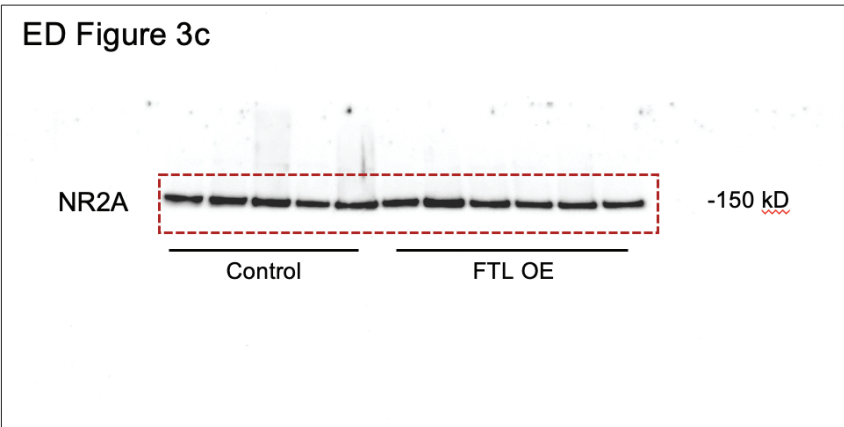

ED Figure 3c

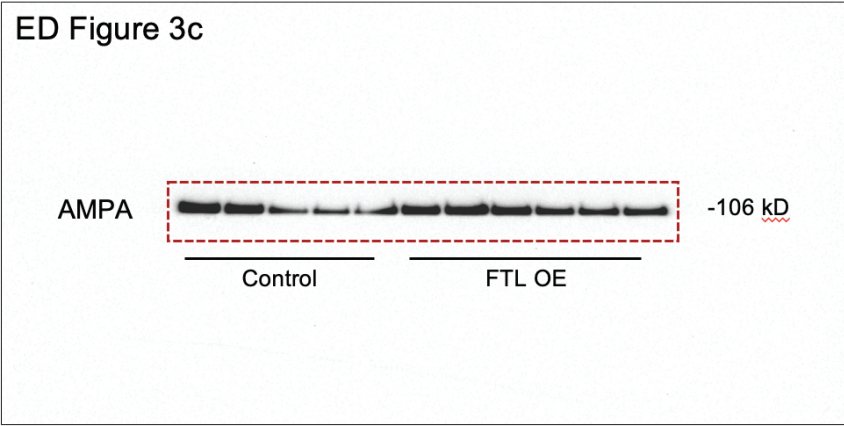

ED Figure 3c

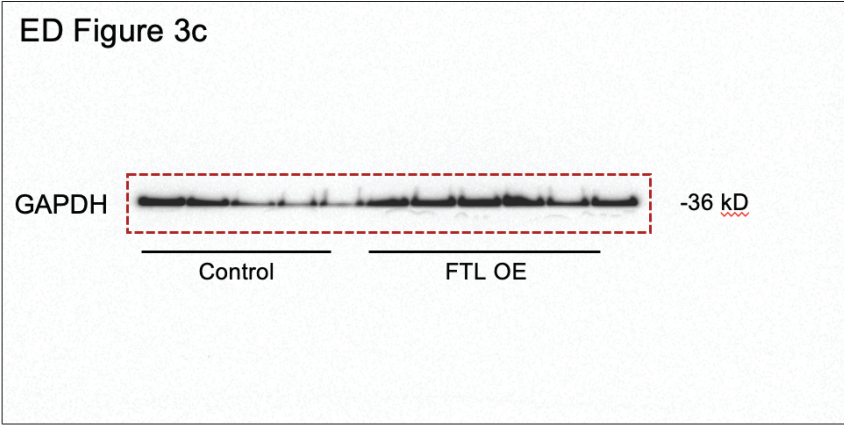

ED Figure 3c

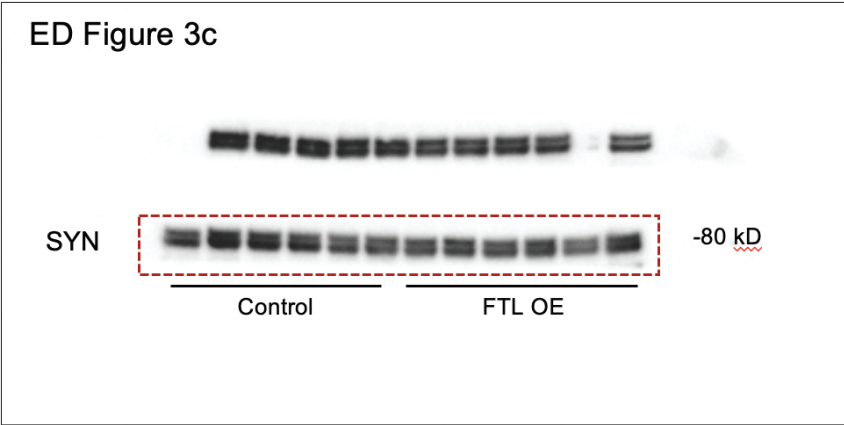

ED Figure 3c

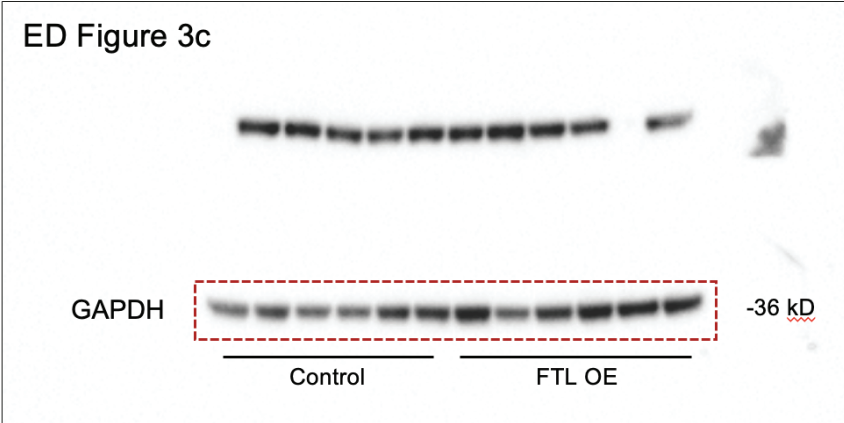

ED Figure 4c

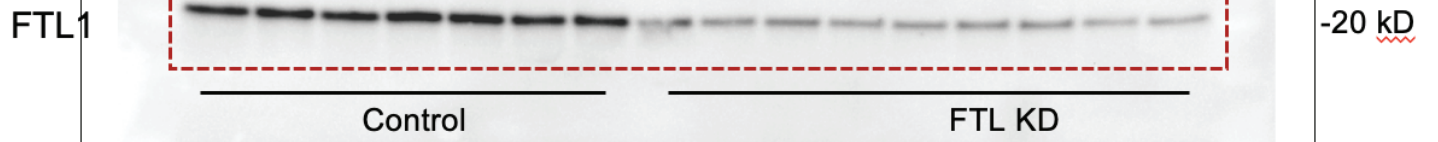

ED Figure 4c

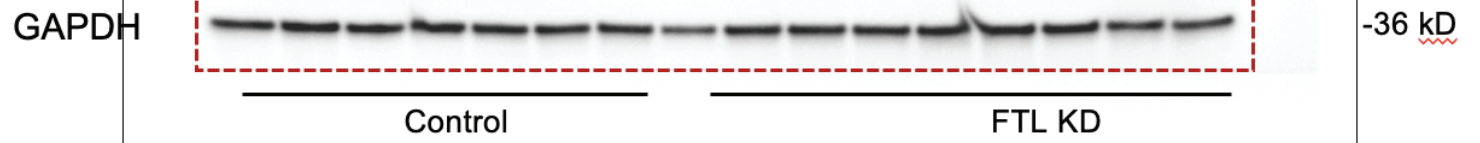

ED Figure 5c

NR2A

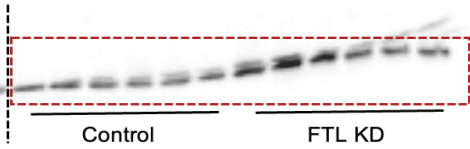

-150 kD

ED Figure 5c

AMPA

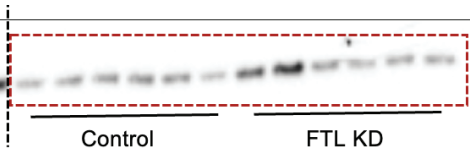

-106 kD

ED Figure 5c

SYN

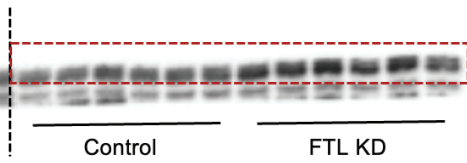

-80 kD

ED Figure 5c

GAPDH

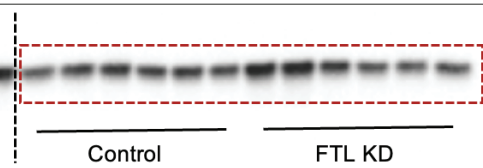

-36 kD

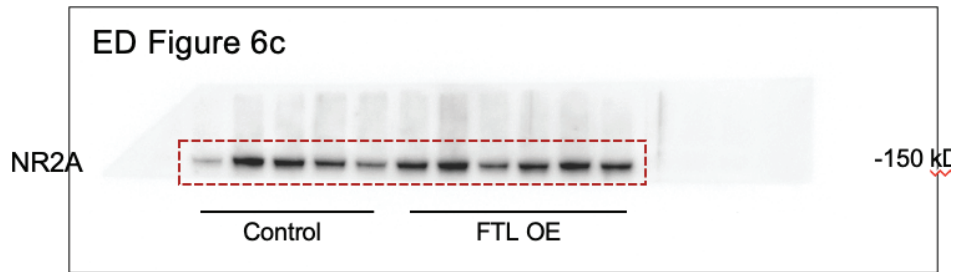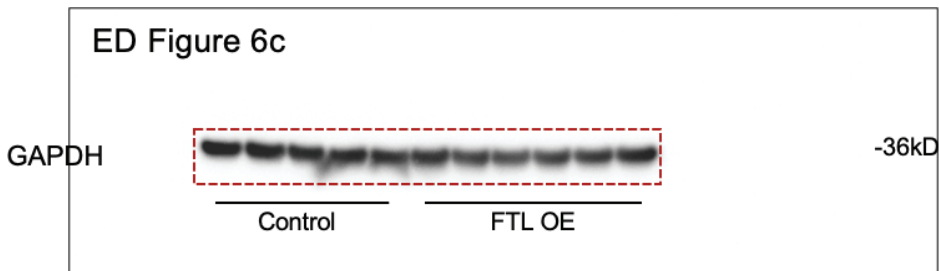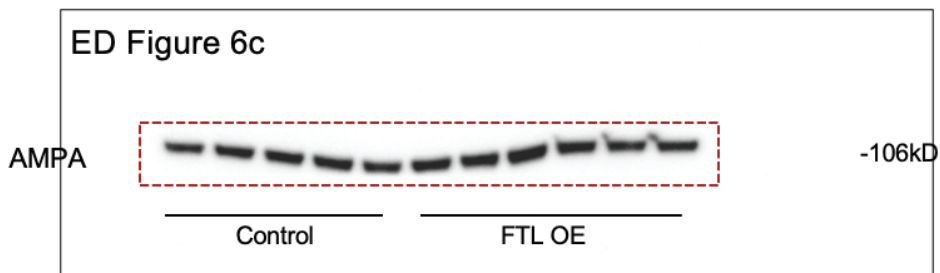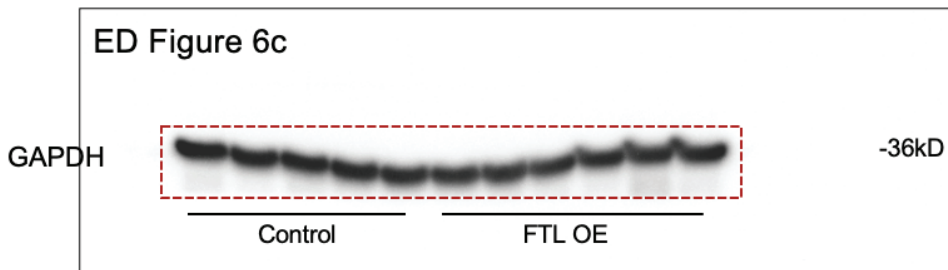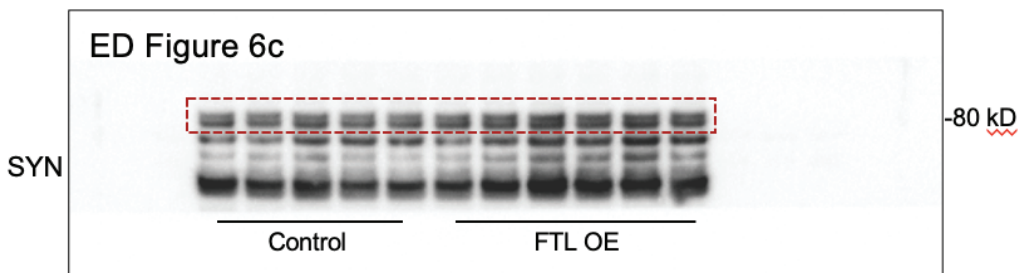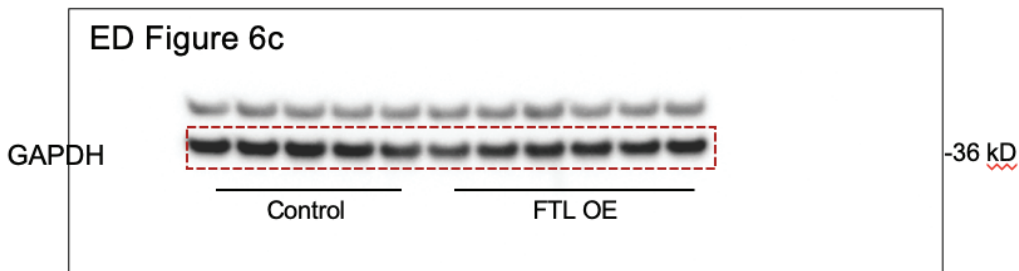

**Supplement:** Supplementary file 4 — Unprocessed western blots for Extended Data Figs. 1–6.

How the deposited data were processed for this re-analysis (not part of the article)

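Neuronal nuclei of the mouse hippocampus, sorted with NeuN, were sequenced in 3 experiments with 25 libraries. The aging experiment held 3 young and 2 aged wild-type libraries, the overexpression experiment 5 control (GFP) libraries and 7 libraries labelled Ftl1 OE from young mice, and the knockdown experiment 4 control (sh-Luc) libraries and 4 libraries labelled Ftl1 KD from aged mice. Conditions and replicate numbers were taken from the sample labels and the paper. The proteomics and the single-nuclei RNA-seq were not analysed here.

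The authors aligned the reads with STAR to the mm10 transcriptome, counted them per gene with RSEM and normalized and compared them with DESeq2. The authors deposited 3 tables, one for each experiment, and each holds 24411 genes with a normalized count (a signal) for every library, the mean of these counts, the log2 fold change with its standard error, a test statistic (a score), a p-value and an adjusted p-value. Each table was normalized separately. All values of a library were whole multiples of 1 step, which is the inverse of its size factor, so that whole reads could be recovered for 100% of the genes in each library, and 0 columns of the libraries were left unused. In the overexpression table, the mean given by the authors differs from the mean of the columns for 278 genes, and the mean of the columns was used. The paper's methods and its reporting summary give different versions of the authors' programs, and the release of the annotation behind the mm10 transcriptome was not found in the paper's text.

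The comparisons used R 4.3.3 with limma 3.58.1 on log2(normalized count + 1), with a trend in the prior variance and no term besides the group. Genes with a mean normalized count of at least 10 were tested, 13712 in the aging, 14099 in the overexpression and 1460 in the knockdown experiment, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p of 0.05, and for aging also an absolute log2 fold change of at least 0.5, as in the supplementary tables. Libraries held between 7969282 and 9537872 reads in the aging, between 9943996 and 17034325 in the overexpression and between 48902 and 358560 in the knockdown experiment. At the depth of the knockdown libraries, most genes were below the limit on the mean and were not tested. Within each group, the libraries differed by more than counting error alone gives, with chi-square values per degree of freedom of at least 26.4, 40.5 and 1.55 in the aging, overexpression and knockdown experiments, so that none was a copy of another.

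The models were tested on simulated data made from the recovered reads, in which 200 genes were changed 4-fold. Each design was simulated in a single draw, and calls used the adjusted p alone, for aging as well. The shares found there do not carry over to smaller changes or to calls with a fold-change limit. The quasi-likelihood test of edgeR 4.0.16 recovered 46%, 54.5% and 91% of the changed genes in the aging, overexpression and knockdown designs, with 8.91%, 2.68% and 1.62% unchanged genes among its calls. DESeq2 1.42.0 recovered 62%, 64.5% and 83.5%, with 0.595% unchanged genes among its calls in the knockdown design.

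Groups of genes were tested with camera of limma, with its preset correlation of 0.01, and with fry. Camera compares a list with the other genes tested, while fry asks whether the genes of the list shifted, without that comparison. Where genes of a list are counted as passing, over all genes tested or adjusted over the list alone, the test was limma. Lists covered the OXPHOS subunits as a whole and by complex, ribosomal proteins, synaptic genes, the proteasome, nuclear-retained RNA, mitochondrially encoded genes, markers of astrocytes, oligodendrocytes, oligodendrocyte precursors, microglia, endothelial cells, dentate granule cells, CA1, CA3, interneurons and newborn neurons, immediate early genes, iron genes, genes that show the sex of a mouse, the genes of Supplementary Table 6 and the genes of Fig. 4o. A p-value of the OXPHOS, ribosomal protein and synaptic lists was adjusted over 9 tests and that of the other lists over 58. For single genes and for the mean of a list per library, exact permutation tests were two-sided. Correlations across 12 libraries used 100000 random relabellings. Positions were taken from GENCODE M21, whose build, GRCm38, is mm10, and transcript lengths from the same annotation. Plots were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6.

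The model, the thresholds, the gene lists, the alternatives other than those named as added and the rule for naming genes were set before the data were examined. Named were the 6 genes that the paper names in its text from these experiments, in each experiment up to 3 genes in each direction with the smallest adjusted p among those past the threshold whose groups did not overlap, and abundant members of the lists. Alternatives were other pseudocounts, no filter and a filter at a mean of 100, TMM scaling and median centring, edgeR and DESeq2 on the recovered reads, other limits on the fold change, fry, adjusted p-values for the shared genes, and leaving out each library in turn. DESeq2 on the reads of every gene, filtered afterwards, with and without genes at 0 in any library, and fry in a fit with a further term were added after the data were seen. Gene Ontology terms were not tested again because the background used by the authors is not named in the paper's text.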

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

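In groups of 4 to 10 libraries, 48 results were tested for a library far from the others of its group, and in 4 of them the gap to the nearest library, as a share of the range of the group, was above Dixon's critical value, where 2.4 would be by chance. The test of nuclear-retained RNA in control 9905 was chosen only after the result was seen.

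Control 9905 of the overexpression experiment held 28309 normalized counts of Ftl1 and the nearest control 9953, a gap of 0.774 of the range. In the same library Atp5j had 5664 normalized counts and the nearest control 3485 (0.725 of the range). Of 27 genes of similar transcript length and mean count, 0 lay as far above the other controls as Ftl1, which was 2.01 above their mean on the log2 scale, while the highest of the 27 was 1.74 above. The median of the 27 was itself 0.69 above, so genes of this length and abundance were higher in this library as well. An excess of such genes and a cause of its own for Ftl1 cannot be told apart here, because Ftl1 was picked for its value in this 1 library. More cytoplasmic RNA in the sorted nuclei stays open as a candidate explanation, since the mean centred log2 count of nuclear-retained RNA was −0.80 in control 9905, against −0.23 in the next lowest control and −0.43 in the lowest library labelled Ftl1 OE. The library's depth, 12553244 reads, is the median of the controls. A library of the Ftl1 construct under a control label, and a difference between mice, also stay open and were not tested on this library alone.

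In the knockdown experiment, control 3 had 33.7 normalized counts of Atp5c1 and the nearest control 25.5 (0.832 of the range). Of the libraries labelled Ftl1 KD, library 5 had 35.3 normalized counts of Ndufa10 and the nearest library 21.9 (0.946 of the range). These values rest on 18 and 24 reads, so that counting error is large in both. No technical explanation was tested for them, and no biological explanation was tested, since the design names none for a single library.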

How the results depend on the processing

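Tests in fits with a term for the replicate number under fry, and DESeq2 on the reads of every gene, were chosen only after the results were seen. Of 296 values under alternatives, 264 kept their direction and their side of the threshold or moved within their limits, 9 were weaker, 1 was stronger, 21 moved and 1 was reversed. Among the 264, 1 value without a test, the synaptic median with age, changed its sign within its limits.

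Where limma called 0 genes, DESeq2 on the recovered reads called 33 higher and 105 lower with age and 8 higher and 83 lower in OE. On the reads of every gene, filtered afterwards, it called 37 and 120 with age and 10 and 91 in OE, and 25 and 80 with age above 0 in every library. Under the other pseudocounts, filters, scalings, limits and edgeR, these counts stayed at 0 in both experiments. The cause was not tested. The log2 fold change of Ftl1 with age was 1.15 under DESeq2 and past the threshold (adjusted p = 1.7e-04). A fit without an aged library keeps 1 aged library and gives no count of genes. In OE, the fits that each left out one library called 0 to 1 genes higher, with 1 without control 9925, and 0 lower. The Ftl1 log2 fold change in OE ranged from −0.92 to −0.27 over these fits, with −0.27 without control 9905.

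In KD, a filter at a mean of at least 100 left few genes to test and 12 were called higher and 6 lower, 18 in all, of which 16 were among the 354. Leaving out each library in turn gave 99 to 210 genes higher, with 99 without library 5 labelled Ftl1 KD, and 121 to 227 lower, with 121 without control 5. Median centring gave 358 calls, 315 of them among the 354, and raised the share of higher genes from 43.5% to 55.0%. It moved the median log2 fold change of all genes from −0.012 to 0.098 in KD and from 0.095 to −5.4e-05 in OE. The rises of OXPHOS and ribosomal protein genes and the fall of synaptic genes in KD kept their direction under each scaling.

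The OXPHOS median with age was 0.27 in all 5 libraries, was not past the threshold under fry (0.27, adjusted p = 0.454), and ranged from 0.066 to 0.39 over the fits that each left out one library, with 0.066 without aged replicate 3 and 0.11 without young replicate 1 (adjusted p = 0.102). Over the alternatives, its adjusted p ranged from 3.3e-04 to 0.696. The ribosomal protein median with age was 0.60 under fry (adjusted p = 0.0600, range over the alternatives 6.4e-16 to 0.370). The synaptic median with age ranged from −0.015 to 0.18 over the same fits, lowest without aged replicate 2 and highest without aged replicate 3. The synaptic median in OE was reversed to −0.031 under median centring, and ranged from 0.0094 without control 9926 to 0.16 without control 9904. The count of genes lower in OE and higher in KD was 44 without the filter, where more genes were tested, and 0 at adjusted p-values in both comparisons, since limma called 0 genes in OE.

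The titles give some young and aged libraries, and some control and Ftl1 KD libraries, the same number. Correlations of the deviations of same-numbered libraries from their group means were −0.0535 and 0.0236 in aging and −0.0336, −0.0196 and −0.0524 in KD, so the numbers do not pair the libraries. With the replicate number as a block, 80 genes were called higher and 93 lower in KD, 173 in all, of which 167 were among the 354, and in the simulated libraries this fit recovered 73% of the changed genes. The OXPHOS median with age was 0.11 in this fit, which leaves out young replicate 1 because its number has no aged partner (adjusted p = 0.130 by camera and 0.696 by fry), and the ribosomal protein median with age was 0.53 (adjusted p = 0.370 by fry). In KD, the block with fry gave medians of 0.52 for OXPHOS (adjusted p = 0.0971), 0.48 for ribosomal protein (0.164) and −0.36 for synaptic genes (0.0680), where over the alternatives the adjusted p ranged from 4.9e-10, 5.7e-06 and 4.9e-05 up to these values. The block fits use fewer libraries, and no other call of these lists or of Ftl1 changed with it.

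The depth and the limit on the mean together restrict the knockdown experiment, since 1460 of 24411 genes reached a mean normalized count of 10.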

Differences from the paper's values

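For genes higher with age, the paper gives 28 and limma called 0, and for genes lower with age the paper gives 81 and limma called 0. Of the alternatives set before the data were examined, DESeq2 on the recovered reads came within 1.5 times of both, at 33 and 105, and the other pseudocounts, filters, scalings and fold-change limits, the block, edgeR and the fits without a library (each 0) did not. DESeq2 on the reads of every gene, filtered afterwards, which was chosen after seeing the values, gave 37 and 120, and restricted to genes above 0 in every library, also chosen after seeing the values, 25 and 80. The authors' deposited table gives 37 and 122 at the limits of Supplementary Table 1, and 25 and 81 for genes above 0 in every library. Supplementary Table 1 itself lists Eya2, Nynrin and Srxp2 as higher with a 0 in a young library. The limit of above 0 in every library therefore did not give its 28 genes.

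For genes differentially expressed in OE, the paper gives 100 and limma called 0. Of the alternatives set before the data were examined, DESeq2 on the recovered reads gave 91, and none of the others closed the gap, with 1 gene without control 9925 and 0 in the rest. DESeq2 on the reads of every gene, filtered afterwards, which was chosen after seeing the values, gave 101.

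In KD, the paper gives 309 genes and limma called 354, which is within 1.5 times. A filter at a mean of at least 100 (18 genes) and the block (173 genes) were outside. The Ftl1 log2 fold change is 1.151 with age in the paper's supplement and 1.16 with limma, and 1.489 in KD in the paper's supplement and 1.47 with limma, where only the fit without control 5 (1.21) was farther away than the error.

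The paper places Ftl1 among genes increased with age. With limma its adjusted p was 0.397 and with edgeR 0.511, while DESeq2 gave 1.7e-04. The paper presents the young libraries as overexpressing Ftl1 and the aged ones as knocked down, and checked both manipulations by western blot of hippocampal FTL1 protein. In the RNA of sorted nuclei, the log2 fold change of Ftl1 was −0.67 in the libraries labelled Ftl1 OE and 1.47 in those labelled Ftl1 KD. The value in OE was not past the threshold of limma (adjusted p = 0.681) and was −0.27 without control 9905. Of the genes that the paper names as restored in KD, Sdhb (adjusted p = 0.0720), Atp5c1 (0.133) and Atp5j (0.0756) were higher without passing the threshold of limma, and with edgeR Atp5j passed at 0.0481. The shared genes that the paper reports also had to be higher in its single-nuclei RNA-seq after knockout, so their number is not the overlap of OE and KD. In that overlap, limma gave 21 genes lower in OE and higher in KD, where 22.97 would be by chance. It gave 6 genes lower in both, where 27.1 would be, and 14 higher in OE and lower in KD, where 9.10 would be.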

Other observations

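Tests of transcript length for the lists of genes and for Ftl1 in OE, of cytoplasmic RNA in KD and with age, of crossed labels, of the number of genes called in thinned libraries, of microglial RNA for ribosomal protein genes in OE, of the wider window of genes around Ftl1 in KD and of relations across the libraries in OE were chosen only after the results were seen, and the other tests were chosen before.

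Other splits of the libraries into groups of the same sizes were compared with the real split. In KD, 1 of the 35 splits, the real one, gave as many as 354 genes, and the largest of the others gave 2. The real split was also the 1 split of 35 with medians as far from 0 for OXPHOS, ribosomal protein and synaptic genes. For OXPHOS the margin was small, 0.445 against 0.443 in the next split. For ribosomal protein genes it was 0.456 against 0.384, and for synaptic genes −0.552 against −0.427. In OE, where limma called 0 genes, 3 of the 100 splits drawn gave as many as the 91 genes of DESeq2, where the median of the others was 1 and the largest 990. The real split was the 1 split of 100 with medians as far from 0 for OXPHOS and ribosomal protein genes, and 48 of 100 had a synaptic median as far from 0. The margins were small, with −0.649 against −0.630 in the next split for OXPHOS and −0.709 against 0.701 for ribosomal protein genes. Of 100 pairs of splits, 1, the real pair, gave as many as 21 genes lower in OE and higher in KD, with a median of 0 and at most 12 in the others. Other splits pass fewer genes in each comparison, so this does not bear on the 22.97 genes that chance gives for the real split.

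Log2 fold changes went with transcript length in OE and KD, and less so with age. Outside the lists, the median in OE was −0.53 for genes of up to 600 bases, −0.31 up to 1000, −0.16 up to 1500, 0.038 up to 2500, 0.18 up to 4000 and 0.24 above (Spearman rho 0.252 over genes). In KD the medians were 0.47, 0.29, 0.15, 0.19, −0.10 and −0.67 (rho −0.360). With age they were 0.18, 0.17, 0.089, −0.072, −0.092 and −0.022 (rho −0.0477), so that short transcripts were higher here as well. Random lists of 10000 draws matched on length and mean count had a median of −0.34 for the OXPHOS genes in OE, and 0 were as low as the OXPHOS median, and for ribosomal protein genes the matched median was −0.37 and 0 were as low. The bins of length used in matching were wide among short genes, and the draws took genes as independent. Still, the medians of both lists, −0.65 and −0.71, lay below the −0.53 of other genes of up to 600 bases. Within these limits, short transcripts as the whole cause of these falls are argued against, although they account for a part of the size. In KD, 600 of 10000 matched lists were as high as the OXPHOS median, with a matched median of 0.26, so the rise of the OXPHOS genes in KD is consistent with the trend of short transcripts. For the synaptic genes in KD, 263 of 10000 matched lists were as low, with a matched median of −0.17, but the median lies within the central 95% of the matched lists, from −0.56 to 0.090, so long transcripts stay open as the whole cause. For ribosomal protein genes in KD, 434 of 10000 were as high, with a matched median of 0.23, and their median of 0.46 likewise lies within the range of 0.052 to 0.47, so short transcripts stay open for them as well. With age, 32 of 10000 matched lists were as high as the OXPHOS median, with a matched median of 0.12 and a central 95% from 0.0079 to 0.22. Without aged replicate 3 or young replicate 1, the OXPHOS median was 0.066 or 0.11, inside this range, so the draws cannot decide for these genes. For ribosomal protein genes with age, 0 of 10000 were as high, with a matched median of 0.16. Their median of 0.60 was also above the 0.18 of other genes of up to 600 bases. Within the same limits of the matching, this argues against short transcripts as the whole cause of the rise of ribosomal protein genes. The trend itself may have a technical or a biological source, and which was not tested. Among genes near Ftl1 in length and mean, 0 of 21 rose as far as Ftl1 with age and 4 of 45 in KD, and 8 of 27 fell as far as Ftl1 in OE, where their median was −0.55 against −0.67 for Ftl1. OXPHOS and ribosomal protein genes were not taken out of these similar genes. The median of the 27 in OE, −0.55, was below the −0.31 of genes of 600 to 1000 bases outside the lists. The fall of Ftl1 in OE was thus shared by similar genes, but these cannot show that short transcripts as such were its cause. In KD the window first set held 6 genes, of which 0 rose as far, and it was widened after that was seen.

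Nuclear-retained RNA was lower in the libraries labelled Ftl1 KD, with a median of −1.87 over 5 of 5 genes (adjusted p = 8.2e-06 by camera and 0.00692 by fry), and 5 genes passed over all genes and 5 adjusted over the list alone. A candidate explanation for the rise of OXPHOS genes in KD is therefore more cytoplasmic RNA in the sorted nuclei of these libraries. With the nuclear-retained score as a covariate, the OXPHOS median in KD was 0.29, that of ribosomal protein genes 0.12 and the Ftl1 log2 fold change 0.40, but the score separates the groups, so the covariate and the label share their difference. An effect of the hairpin on these RNAs stays open as well, and was not tested. In OE, the nuclear-retained genes had a median of 0.091, which turned to −0.0043 under median centring (adjusted p = 0.596 by camera). With their score as a covariate, the OXPHOS median in OE was −0.50 (fry, unadjusted p = 1.9e-04) and the Ftl1 log2 fold change −0.40, which argues against cytoplasmic RNA as the whole cause as far as 12 genes can measure it. With age, the nuclear-retained median was −0.061 (adjusted p = 0.503 by camera). With their score as a covariate, the OXPHOS median went from 0.27 to −0.022 and the ribosomal protein median from 0.60 to 0.39 (fry, unadjusted p = 0.458 and 0.137), so cytoplasmic RNA and a change with age cannot be told apart for these lists, since 5 libraries leave 2 degrees of freedom.

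Across the 12 libraries of the overexpression experiment, 8 relations were computed, and the labels give no batch within which to repeat them. The nuclear-retained score went against the OXPHOS score, with Pearson r = −0.836 (permutation p = 5.3e-04, adjusted 0.00106), Spearman rho = −0.748 (permutation p = 0.00650, adjusted 0.0130) and r = −0.724 without the 2 libraries farthest from the median. Within the 7 libraries labelled Ftl1 OE, r was −0.883 (exact permutation p = 0.0145, adjusted 0.0193) and rho −0.643 (exact permutation p = 0.139, adjusted 0.159). The ribosomal protein score had r = −0.792 (permutation p = 0.00166, adjusted 0.00266) and rho = −0.734 (permutation p = 0.00879, adjusted 0.0141) with the nuclear-retained score, and within the 7 libraries r = −0.806 (exact permutation p = 0.0450, adjusted 0.0450) and rho = −0.607 (exact permutation p = 0.167, adjusted 0.167). Ftl1 went against that score with r = −0.872 (permutation p = 5.0e-05, adjusted 2.0e-04) and rho = −0.909 (permutation p = 1.3e-04, adjusted 0.00104), and within the 7 libraries with r = −0.878 (exact permutation p = 0.0181, adjusted 0.0206) and rho = −0.643 (exact permutation p = 0.139, adjusted 0.159). Within the 7 libraries, 0 of the 3 rank correlations with the nuclear-retained score passed. Ftl1 rose with the OXPHOS score, with r = 0.917 (permutation p = 2.0e-05, adjusted 1.6e-04), rho = 0.881 (permutation p = 3.1e-04, adjusted 0.00106) and r = 0.922 without the 2 farthest libraries, and within the 7 libraries labelled Ftl1 OE with r = 0.997 (exact permutation p = 2.0e-04, adjusted 5.3e-04) and rho = 1 (exact permutation p = 4.0e-04, the smallest possible, adjusted 0.00106). A shared share of cytoplasmic RNA may underlie these relations, and the −0.50 that remains with the covariate limits it for the OXPHOS genes.

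Depth differed between the groups in KD. With every library thinned to 48902 reads and the deposited scaling, the OXPHOS median was 0.54 and 216 genes were called. The thinned reads were first scaled by DESeq2 on positive counts, which moved the median of all genes to 0.33, and the deposited scaling was taken after that was seen. Under the 3 other scalings of the thinned reads, the count ranged from 210 to 277, the OXPHOS median from 0.63 to 0.86, the Ftl1 log2 fold change from 1.37 to 1.62 and the median of all genes from 0.12 to 0.33. Without the 2 deepest controls, 119 genes were called, 108 of them among the 354, and Ftl1 had a log2 fold change of 1.15. The thinned libraries argue against library depth as the whole cause of the calls and of the rise of the OXPHOS genes. With Rn45s left out and TMM scaling, the OXPHOS median was 0.47, but it was also 0.47 with Rn45s kept under TMM, so that this test decides nothing. After that was seen, the reads other than Rn45s were thinned to 32070 in every library, with an OXPHOS median of 0.55 and 252 genes called under the deposited scaling, and 0.58 to 0.67 and 247 to 257 under the 3 others. This argues against fewer reads left beside Rn45s as the whole cause, while other effects of Rn45s stay open. Rn45s itself had a log2 fold change of −1.00 in KD (adjusted p = 0.00908 from limma).

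Crossed group labels would put Ftl1 where it was found. In KD, 4 libraries labelled Ftl1 KD lay above every library labelled control, and in OE 2 libraries labelled control lay above every library labelled Ftl1 OE. From these tables, crossed labels and a response of the Ftl1 transcript in the opposite direction of the label cannot be told apart, because Ftl1 is the gene that the labels are about and no other value marks the construct. The values are RNA of sorted nuclei, while FTL1 protein in the paper's western blots moved as the labels say. The paper also lists Ftl1 among the genes higher in its single-nuclei RNA-seq after knockout, which was not analysed here. In OE the difference rests largely on control 9905, and 8 of the 27 genes near Ftl1 in length and mean fell as far. A fall shared with such genes may have lowered Ftl1 without any crossing of labels. In KD, 4 of the 45 genes near Ftl1 in length and mean rose as far, so a shared rise may also have raised it. If labels were crossed in an experiment, each direction given for it would turn.

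Astrocyte genes were lower with age, 11 of 14, with a median of −0.37 (adjusted p = 0.0151 by camera and 0.456 by fry), and 0 passed over all genes and 1 adjusted over the list alone, with 2 lower at an unadjusted p of 0.05 or less. Their 4 most abundant genes had a median of −0.094, with log2 fold changes of 0.0025 for Apoe, −0.19 for Slc1a2, 0.078 for Clu and −0.30 for Aldoc and standard errors of 0.29 to 0.39, so astrocyte RNA in the young libraries and a change with age cannot be told apart. Oligodendrocyte genes were also lower with age, 12 of 13, with a median of −0.61 (adjusted p = 0.00729 by camera and 0.652 by fry), and 0 passed over all genes or adjusted over the list alone, with 2 lower at an unadjusted p. The 4 most abundant genes of the list had a median of −0.44, which is consistent with oligodendrocyte RNA in the young libraries, while a change with age stays open and was not tested. Neither list passed the threshold of fry, which makes no comparison with the other genes. Of the 14 astrocyte, 13 oligodendrocyte and 11 microglia genes, 0 are in another list, and all of the astrocyte and oligodendrocyte genes had a mean normalized count of at least 10 in these sorted nuclei.

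Microglia genes were lower in OE, 8 of 11, with a median of −1.03 (adjusted p = 3.7e-04 by camera and 0.118 by fry), and 0 passed over all genes or adjusted over the list alone, with 5 lower at an unadjusted p. The 4 most abundant genes of the list had a median of −0.50, so microglial RNA in the control libraries and a difference between the groups cannot be told apart. Microglial RNA and a difference between the groups also cannot be told apart for the falls in OXPHOS and ribosomal protein genes, because the deviations of their scores from the group means over 12 libraries had a Pearson r with those of the microglia score of −0.118 (95% interval −0.670 to 0.519) and −0.205 (−0.717 to 0.450), with −0.529 and −0.617 in the controls and 0.490 and 0.430 in the libraries labelled Ftl1 OE.

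With age, OXPHOS genes had a median of 0.27, 58 of 78 higher (adjusted p = 3.7e-04 by camera), and 0 passed over all genes or adjusted over the list alone, with 1 higher at an unadjusted p of 0.05 or less. Ribosomal protein genes had a median of 0.60, 78 of 85 higher (adjusted p = 6.6e-15 by camera), and 0 passed over all genes or adjusted over the list alone, with 18 higher at an unadjusted p. By complex, the medians with age were 0.25, −0.021, 0.030, 0.34 and 0.29 for complexes I to V, of which complex I (adjusted p = 0.0156 by camera and 0.664 by fry) and complex IV (0.0393 and 0.237) passed by camera and not by fry. The exact two-sided permutation p of the mean per library was 0.4 for OXPHOS and 0.2 for ribosomal protein genes, where 0.1 is the smallest possible. Across genes, which are not independent replicates, the log2 fold changes with age had a Spearman rho of −0.155 with those in OE (13063 genes) and of −0.218 with those in KD (1460 genes).

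Proteasome genes had medians of −0.27 in OE (28 of 37 lower, adjusted p = 8.3e-06 by camera and 0.0901 by fry), 0.43 in KD (16 of 20 higher, 0.0810 and 0.00775) and −0.084 with age (0.724 by camera). The remaining lists had adjusted p-values above the threshold by camera wherever they were tested. With age the medians were −0.36 for oligodendrocyte precursors, −0.026 for microglia, 0.11 for endothelial cells, 0.41 for dentate granule cells, 0.16 for CA1, −0.27 for CA3, −0.0030 for interneurons, 0.20 for newborn neurons, 0.084 for immediate early genes, 0.12 for iron genes and −0.45 for the genes of sex. In OE they were 0.29 for astrocytes, −0.096 for oligodendrocytes, 0.51 for oligodendrocyte precursors, 0.69 for endothelial cells, 0.023 for dentate granule cells, 0.0046 for CA1, 0.092 for CA3, 0.057 for interneurons, 0.28 for newborn neurons, −0.0072 for immediate early genes, 0.024 for iron genes and 0.53 for the genes of sex. In KD, where few of their genes were tested, they were 0.052 for astrocytes, −1.87 for oligodendrocytes, 0.32 for oligodendrocyte precursors, −1.04 for dentate granule cells, −0.39 for CA1, 0.069 for interneurons, −1.39 for immediate early genes and 0.57 for iron genes. Single genes passed over all genes there, 2 of 2 for oligodendrocytes, 2 of 3 for immediate early genes and 2 of 4 for interneurons. The counts were 1 of 2 for dentate granule cells, 1 of 3 for CA1, 1 of 4 for iron genes and 1 of 5 for astrocytes. For oligodendrocyte precursors 0 of 2 passed. Lists with 2 genes tested have no value by camera. The direction changed under another scaling for interneurons with age and for dentate granule, CA1, CA3, interneuron, immediate early and iron genes in OE. The 5 genes of Fig. 4o had adjusted p-values of 6.1e-05 by camera and 0.0853 by fry in OE and 0.0152 and 0.00692 in KD, and those of Supplementary Table 6 of 2.0e-25 and 0.0636 in OE and 1.0e-08 and 0.00692 in KD, both chosen by the study on these libraries. Of the mitochondrially encoded genes, 0 have values in the tables.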
